# The Type 3 Deiodinase Is a Critical Modulator of Thyroid Hormone Sensitivity in the Fetal Brain

**DOI:** 10.3389/fnins.2021.703730

**Published:** 2021-06-29

**Authors:** Maria Elena Martinez, Arturo Hernandez

**Keywords:** type 3 deiodinase, *Dio3*, thyroid hormone, brain development, *Klf9*, *Nrgn*

## Abstract

Thyroid hormones (TH) are critical for the development and function of the central nervous system (CNS). Although their effects on the rodent brain peak within 2–3 weeks postnatally, the fetal brain has been found largely insensitive to exogenously administrated TH. To address this issue, here we examined gene expression in brains from mouse fetuses deficient in the type 3 deiodinase (DIO3), the selenoenzyme responsible for clearing TH. At embryonic day E18.5 qPCR determinations indicated a marked increase in the mRNA expression of T3-responsive genes *Klf9* and *Nrgn*. The increased expression of these genes was confirmed by *in situ* hydridization in multiple areas of the cortex and in the striatum. RNA sequencing revealed 246 genes differentially expressed (70% up-regulated) in the brain of E18.5 *Dio3*−/− male fetuses. Differential expression of 13 of these genes was confirmed in an extended set of samples that included females. Pathway analyses of differentially expressed genes indicated enrichment in glycolysis and signaling related to axonal guidance, synaptogenesis and hypoxia inducible factor alpha. Additional RNA sequencing identified 588 genes differentially expressed (35% up-regulated) in the brain of E13.5 *Dio3*−/− male fetuses. Differential expression of 13 of these genes, including *Klf9, Hr*, and *Mgp*, was confirmed in an extended set of samples including females. Although pathway analyses of differentially expressed genes at E13.5 also revealed significant enrichment in axonal guidance and synaptogenesis signaling, top enrichment was found for functions related to the cell cycle, aryl hydrocarbon receptor signaling, PCP and kinetochore metaphase signaling pathways and mitotic roles of polo-like kinase. Differential expression at E13.5 was confirmed by qPCR for additional genes related to collagen and extracellular matrix and for selected transcription factors. Overall, our results demonstrate that the rodent fetal brain is sensitive to TH as early as E13.5 of gestational age, and suggest that TH distinctly affects brain developmental programs in early and late gestation. We conclude that DIO3 function is critical to ensure an adequate timing for TH action in the developing brain and is probably the main factor underlying the lack of effects on the fetal brain observed in previous studies after TH administration.

## Introduction

Thyroid hormones (TH) regulate the expression of a large number of genes in the developing brain, impacting the proliferation, migration and differentiation of multiple brain cell types, and ultimately exerting profound functional effects on the adult CNS (Legrand, 1984; Bernal and Nunez, 1995). Their action is largely mediated by 3,5,3′-triiodothyronine (T3), which can regulate gene transcription upon binding to its nuclear receptor, a DNA-binding transcription factor (Forrest and Visser, 2013). Processes critical for brain maturation such as neurogenesis, neuronal migration and maturation (Richard et al., 2020), dendrite formation, myelination and synaptogenesis are strongly regulated by TH (Bernal and Nunez, 1995; Bernal, 2005). In humans, reduced brain availability of TH during development leads to neurological abnormalities and, in extreme cases, to cretinism and Allan-Herndon-Dudley syndromes, which are characterized by severe intellectual disability and motor deficits (Legrand, 1984; Dumitrescu et al., 2004; Friesema et al., 2004). The importance of TH for the central nervous system is further underscored by the CNS abnormalities noted by studies on animal models with genetic alterations in genes regulating brain TH availability and action. Thus, broad neurological, sensory and behavioral phenotypes are noted in mice with deficits in TH receptors (Dellovade et al., 2000; Venero et al., 2005; Siesser et al., 2006; Wilcoxon et al., 2007; Morgan et al., 2013; Buras et al., 2014; Richard et al., 2017), TH transporters (Friesema et al., 2005; Mayerl et al., 2014; Bernal et al., 2015; Groeneweg et al., 2020) and TH deiodinases (Ng et al., 2009, 2010, 2017; Bocco et al., 2016; Stohn et al., 2016, 2018).

In the rodent, it is during the second and third week of life (equivalent to last trimester of gestation in humans) when the brain exhibits most responsiveness to TH (Bernal, 2005). This time coincides with the differentiation of oligodendrocytes and myelination, as well as with peak levels of THs in the serum due to the maturation of the hypothalamic-pituitary thyroid (HPT) axis (Dussault and Labrie, 1975). It also coincides with peak expression of DIO2 in the brain (Bates et al., 1999; Hernandez et al., 2006), the enzyme that enhances TH action by converting thyroxine (T4) into T3, the hormone with highest affinity for the thyroid hormone nuclear receptor (Bianco et al., 2002; St Germain et al., 2009).

However, earlier in development and especially during rodent fetal life, serum TH levels are much lower than in the adult (Dussault and Labrie, 1975). This is due both to the fact that the HPT axis has not attained full functionality and that the fetal tissues and the utero-placental unit express high levels of the type 3 deiodinase (DIO3) (Galton et al., 1999; Huang et al., 2003), the selenoenzyme that clears T4 and T3 by converting them into metabolites with no significant affinity for the nuclear receptor (Bianco et al., 2002; Hernandez, 2005). The low levels of TH during fetal life and the effects of maternal thyroid status on fetal brain development (Richard and Flamant, 2018) have prompted investigators to assess if the fetal brain is responsive to TH. However, the administration of exogenous TH (either T3 or T4) to rat pregnant dams failed to produce responses of two T3 target genes in the embryonic day 21 (E21) brain (Schwartz et al., 1997). In another study, the administration of T3 to hypothyroid rat dams did not regulate three selected responsive genes in the cerebral cortex at fetal ages E17 and E21, while T4 administration exerted a significant effect (Grijota-Martínez et al., 2011). The lack of response to T3 was noted despite abundant expression of TH transporters and receptors. The authors of these studies reached a similar conclusion and suggested the existence of yet unidentified factors that suppress precocious response to T3. These factors may be involved in T3 signaling or in limiting the amount of T3 that reaches target cells (Schwartz et al., 1997; Grijota-Martínez et al., 2011).

We propose that DIO3 is one of such critical factors. Here we used gene expression profiling in DIO3-deficient mice to show that E18.5 *Dio3*−/− fetal brains exhibit significant and broad changes in gene expression. Our results further show that the fetal brain is responsive to TH as early as E13.5 of gestational age and, in the context of previous work, underscore an important role for *Dio3* in protecting the developing brain from premature T3 action.

## Materials and Methods

### Experimental Animals

*Dio3*−/− mice have been previously described (Hernandez et al., 2006). Mice used in the present studies were on a C57Bl/6J genetic background. Original female mice on a 129/SVJ genetic background and heterozygous for the *Dio3* inactivating mutation were mated with wild type C57Bl/6J males for seven generations, and the colony was then maintained for more than 26 generations by interbreeding, and by matings of heterozygous females with commercially obtained C57Bl/6J males every 2–3 years to refresh the colony. Experimental mice used in the present study were *Dio3*+/+ and *Dio3*−/− littermate fetuses generated by timed matings of *Dio3* +/− mice. The morning after mating was considered gestational day E0.5. Dams were euthanized using carbon dioxide asphyxiation at embryonic day 13.5 (E13.5) or E18.5. Uterine horns were placed on iced saline and fetal brains were harvested, frozen on dry ice and kept at −80°C until later processing. Mouse studies were approved by the Institutional Animal Care and Use Committee at Maine Medical Center Research Institute.

### Fetal Brain RNA Sequencing

We performed RNA sequencing on two batches of total RNA samples from whole brains from individual littermate male fetuses at E13.5 (*n* = 4, 2, respectively, for *Dio3* + / + and *Dio3*−/− mice) and E18.5 days of embryonic age (*n* = 3, 5, respectively for *Dio3* + / + and *Dio3*−/− mice). The first batch was submitted to Cofactor Genomics (St. Louis, MO, United States) and sequenced in an Illumina platform. Briefly, rRNA-probes (Ribo-Zero, Epicenter, Madison, WI, United States) were hybridized to total RNA for removal of ribosomal RNA from the sample. Ribo-depleted RNA was then fragmented prior to cDNA synthesis using random primers. Double-stranded cDNA was end-repaired and A-tailed to prepare for adaptor ligation. Indexed adaptors were ligated to DNA, and the adaptor-ligated DNA was amplified by PCR. Library size and quality was assessed on an Agilent Bioanalyzer and library yield was quantified by qPCR using the KAPA Biosystems Library Quantification kit (Kapa Biosystems, Inc., Wilmington, MA, United States) prior to sequencing on (single end, 75 bp fragment size) on the Illumina HiSeq 2000. The number of aligned reads per sample varied between 40 and 50 million, and represented ∼78% of the total reads per sample. Raw sequence data in Fastq format were assessed for quality (FastQC, ^1^) and ribosomal RNA content. Fastq files and processed files for this experiment have been deposited on the Gene Expression Omnibus (GEO) database (Accession number GSE172000). Libraries for a second batch of samples were prepared using a NEBNext rRNA Depletion Kit (New England Biolabs, #6310) to deplete ribosomal RNA from the total RNA. Then, a NEBNext Ultra II RNA Library Prep Kit for Illumina (New England Biolabs, #E7770) was used to construct the RNA-seq library. The quality and quantity of input RNA and the libraries were assessed using an Agilent Bioanalyzer and Qubit. The multiplex libraries were sequenced (single end, 75 bp fragment size) on a Next Gen 550 at Tufts University Genomics Core Facility.

### RNA Sequencing Data Analyses

FASTQC (see text footnote 1) and multiQC v1.9 (Ewels et al., 2016) were used to determine the quality of sequencing data for all samples. Adaptor sequences were trimmed using Cutadapt 3.1 with Python 3.6.2 and the -m 1 option (^2^ STAR) (Spliced Transcripts Alignment to a Reference, version 2.5.3a) (Dobin et al., 2013) was used to align the reads to the reference genome (GRCm38/mm10) using the default settings, and the genome index was built based on the GENCODE VM22 annotation (GRCm38/mm10). rRNA and tRNA were filtered using bedtools version 2.26.0, using the GTF files downloaded from the UCSC Table Browser (GRCm38/mm10). HTSeq (Anders et al., 2015) was used to count the reads per transcript (HTseq counts) with a default setting over the union with -s *no* option. For differential gene expression analysis, DESeq2 version 1.30.1 (Love et al., 2014) was performed in the R environment (Version 4.0.3), using the HTseq counts and the significance cutoff set by default to an adjusted *P* < 0.05. ComBat-seq (Zhang et al., 2020) was utilized to adjust for batch effects between the Cofactor Genomics and Tufts University sequencing datasets. Heatmap, MA, PCA, UpSet (Conway et al., 2017) plots were created in R, based on both coding and non-coding transcripts. Functional ontology and pathway analyses of differentially expressed genes were performed using Ingenuity Pathway Analysis (IPA) software (Qiagen, Valencia, CA, United States), and the Database for Annotation, Visualization and Integrated Discovery (DAVID)^3^.

### Real Time Quantitative PCR

Fetal brains were harvested and subsequently frozen on dry ice, and total RNA was extracted using the RNeasy kit from Qiagen (Valencia, CA, United States). Total RNA (1 μg) was reverse transcribed with M-MLV reverse transcriptase in the presence of random decamers (both from Thermo Fisher Scientific, Waltham, MA, United States) at 65°C for 5 min, then 37°C for 50 min. The 20 μl reverse transcription reactions were diluted by adding 230 μl DNase and RNase free water. An aliquot of each sample was mixed together for an internal standard and diluted fourfold. Real-time PCR reactions were set up in duplicate with gene-specific primers and SYBR Select Master Mix (Thermo Fisher Scientific, Waltham, MA, United States) and run on the CFX Connect from Bio-Rad (Hercules, CA, United States), where they underwent an initial 10 min denaturing step, followed by 36 cycles of a denaturing step (94°C for 30 s) and an annealing/extension step (60°C for 1 min). For each individual sample, expression was corrected by the expression of control, housekeeping genes (*Gapdh* or *Rn18s)*, which did not exhibit any significant difference in expression between genotypes. Expression data are shown in arbitrary units and represented as fold-increase over the mean value in the control group. The sequences of the primers used for each gene are shown in Supplementary Table 1.

### RNAscope *in situ* Hybridization

The heads of E18.5 fetuses were harvested as described above and fixed in 4% formaldehyde for 48 h. After fixation they were paraffin-embedded and cut in five microns coronal or rostro-caudal sections. *In situ* hybridization of *Klf9* and *Nrgn* mRNAs was performed in selected sections of two animals per genotype utilizing the RNAscope technique (Advanced Cell Diagnostics, BioTechne Corporation, Newark, CA, United States) following the manufacturer’s suggested procedures. We used the RNAscope Mm-Klf9 and Mm-Nrgn probes (catalog numbers 488371 and 499441, respectively) and the ACD 2.5HD Detection kit (RED). As a negative control, we used the bacterial probe DapB supplied by the manufacturer. Some tissue sections were counterstained with hematoxyline and mounted with EcoMount (catalog # EM897L, Biocare Medical, Pacheco, CA, United States), while other sections were mounted with DAPI Fluoromount-G (Catalog # 0100-20, Southern Biotech, Birmingham, AL, United States). Bright field or fluorescent images of the mRNA signal were taken, respectively, with a Zeiss Axioskop 40 microscope or a Leica SP8 confocal microscope utilizing LAS X software. For anatomic reference, adjacent tissue sections were stained with H&E at our Histology Core facility following standard procedures.

### Statistical Analyses

Statistical analysis of data other than RNA-sequencing data was performed using the statistical tools of GraphPad Prism 6 (GraphPad Software, Inc.). A Student’s *t*-test, and one-way ANOVA or two-way ANOVA followed by Tukey’s test were used to determine statistical significance, which was defined as *P* < 0.05. Significance between different distribution frequencies of genes was determined using a standard chi-square test.

## Results

### Expression of Genes Related to Thyroid Hormone Action in the Fetal Brain

We first utilized RNA samples isolated from wild type brains from fetuses at E13.5 and E18.5 of gestational age to evaluate the expression of genes with a prominent role in determining TH action. Assuming comparable efficiency in the primers used for each gene, the most abundant mRNAs in E13.5 brains were estimated to be those encoding for the preferred T3 transporter MCT8 (*Slc16a2*) and for TH receptor alpha 1 isoform (THRA1) (Figure 1A). Notably less abundant were *Dio3* and TH receptor beta (*Thrb1* isoform) mRNAs, while *Dio2* mRNA was the least abundant. Between E13.5 and E18.5 of gestational age, brain expression of *Dio3* significantly decreased, while the expression of *Mct8*, *Thra*, and *Thrb* was increased, with *Mct8* and *Thra* mRNAs still being the most abundant (Figure 1A). Particularly notable was the 50-fold developmental increase in *Dio2* mRNA abundance. The developmental increases in T3 transporter, receptors and T3-generating DIO2 enzyme suggest that the E18.5 brain should exhibit increased T3 signaling compared to the E13.5 brain. We thus measured the expression of five well-established T3-responsive genes in the brain (Chatonnet et al., 2015) at both developmental ages. We observed significant developmental increases in the expression of Krüppel-like factor 9 (*Klf9*), hairless (*Hr*), Neurogranin (*Nrgn*), D site albumin promoter binding protein (*Dbp*) and Matrix gla protein (*Mgp*) (Figure 1B), supporting the hypothesis that the mechanisms controlling T3 action are more mature in the E18.5 brain than earlier in gestation.

**FIGURE 1:**
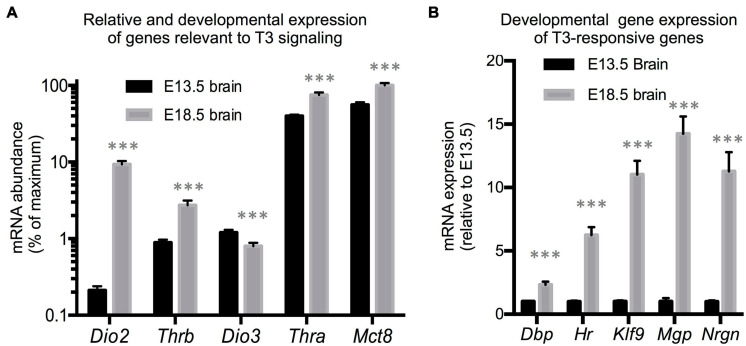
E13.5 and E18.5 brain gene expression. **(A)** Developmental brain expression of genes that regulate T3 action. The relative abundance of mRNA between different genes is an estimation based on CT values on the assumption of similar annealing efficiency of primers used in real time qPCR. **(B)** Developmental brain gene expression of selected T3-responsive genes. Data represent the mean ± SEM of **(A)** eight different brains per experimental group representing both sexes and five different litters or **(B)** 8 (E13.5) and 11 (E18.5) different brains representing mice of both sexes and 6 (E13.5) or 8 (E18.5) litters. ^∗∗∗^*P* < 0.001 E13.5 vs E18.5 as determined by the Student’s *t*-test.

### Expression of *Klf9* and *Nrgn* in the *Dio3*−/− E18.5 Brain

Based on the data above, and since we have previously shown that serum T3 is elevated in *Dio3*−/− fetuses late in gestation (Hernandez et al., 2006), we focused on E18.5 developmental stage to evaluate T3-dependent gene expression in the *Dio3*−/− brain. We chose *Klf9* and *Nrgn* for these studies. Real time qPCR analysis of RNA from whole E18.5 *Dio3*−/− brains indicated a more than threefold increase in *Klf9* expression when compared with that of *Dio3*+/+ littermates (Figure 2A). We observed no indication of sexual dimorphisms in *Klf9* expression in either *Dio3*+/+ or *Dio3*−/− fetuses. *In situ* hybridization using RNAscope revealed that the increase is apparent in most cortical and striatal areas (Figure 2B). *Klf9* was strongly expressed in the neocortex, except for the most external layer (Figure 2C). Compared to *Dio3*+/+ littermates, the *Dio3*−/− brain exhibited robust increases in *Klf9* expression across multiple areas of the neocortex (Figure 2C), including the motor and sensory cortices (Figure 2D) and both external and deeper cortical layers in which *Klf9* was expressed (Figures 2E,F, respectively). Marked increases in *Klf9* mRNA were also observed in the *Dio3*−/− septum and striatum (Supplementary Figures 1B,C, respectively). Elevated *Klf9* mRNA was more modest in the periventricular zone of the third ventricle (Supplementary Figures 1E,F). Interestingly, no apparent changes in *Klf9* expression were observed in the periventricular zone of the lateral ventricles (Figure 2G and Supplementary Figure 1C).

**FIGURE 2:**
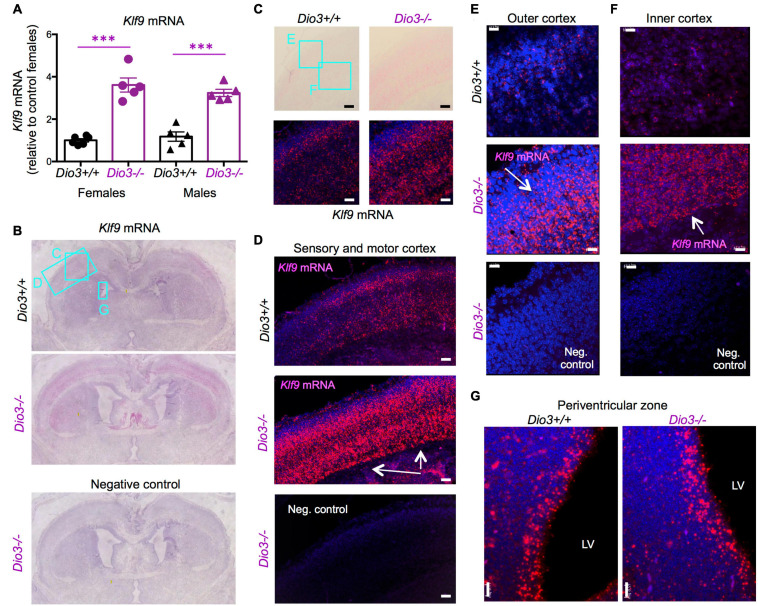
*Klf9* expression is elevated in *Dio3*−/− brains. **(A)** *Klf9* mRNA expression in whole E18.5 brains. Data represent the mean ± SEM of 11 and 10 different samples from E18.5 *Dio3*+/+ and Dio3−/− mice, respectively, divided by sex. ^∗∗∗^*p* < 0.001 E13.5 vs E18.5 as determined by the ANOVA and Tukey’s *post hoc* test. B-G, Bright field and fluorescent images of *in situ* hydridization of *Klf9* mRNA in whole brain coronal sections **(B)**, motor cortex **(C)**, motor and sensory cortex **(D)**, outer and inner cortical layers [**(E,F)**, respectively] and lateral periventricular zone **(G)**. Images are representative of two different animals of each genotype. Rectangles and letters indicate the panels in which those anatomic regions are amplified. St, striatum; Lv, lateral ventricle. Negative control was hybridized with a bacterial probe. Arrows indicate major areas of differential expression. Scale bars, 45, 15, and 12 microns for panels **(C**–**G)**, respectively.

The expression of *Nrgn* was also significantly elevated in the E18.5 *Dio3*−/− brains compared to that of littermates, both in males and females (Figure 3A). *In situ* hybridization indicated elevated *Nrgn* expression in most brain regions (Figure 3B and Supplementary Figure 2A). *Nrgn* expression increase in *Dio3*−/− fetuses was most dramatic in the frontal/cingular cortex (Figure 3D and Supplementary Figure 2B) as well as in the motor cortex (Figure 3C) and striatum (Figure 3F). *Nrgn* expression was also elevated in the motor cortex (Figure 3G), but no appreciable change was observed in the piriform cortex (Figure 3E). Similarly to *Klf9*, no *Nrgn* expression was noted in the most outer layer of the cortex (Supplementary Figure 2B). The hematoxylin counterstaining and the pattern of cortical *Nrgn* expression suggested increased brain cortical thickness in *Dio3*−/− fetuses (Supplementary Figure 2B).

**FIGURE 3:**
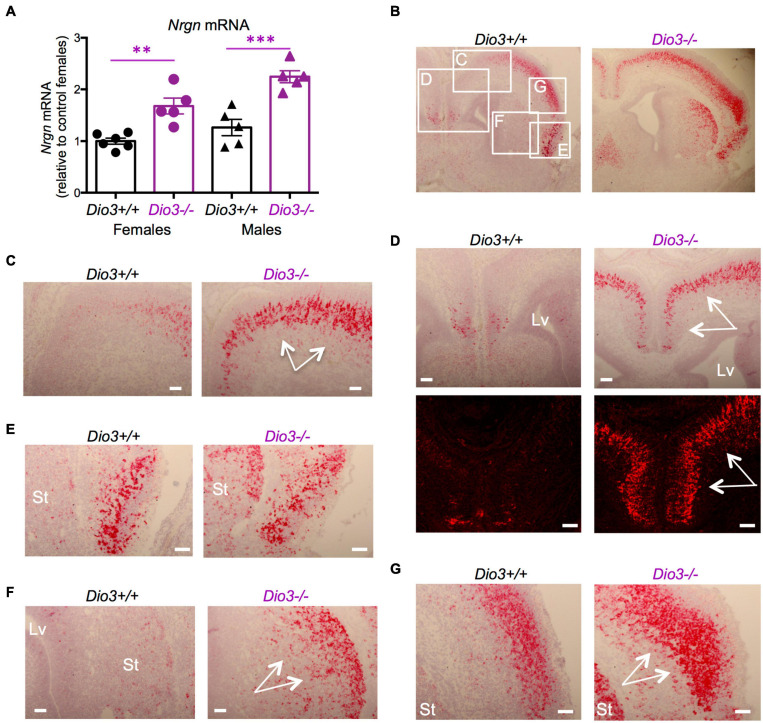
*Nrgn* expression is elevated in E18.5 *Dio3*−/− brains. **(A)** *Nrgn* mRNA expression in whole E18.5 brains. Data represent the mean ± SEM of 11 and 10 different samples from E18.5 Dio3+/+ and Dio3−/− mice, respectively, divided by sex. ^∗∗^and ^∗∗∗^*p* < 0.01 and *p* < 0.001, respectively, E13.5 vs E18.5 as determined by the ANOVA and Tukey’s *post hoc* test. **(B–G)**, Bright field and fluorescent images of *in situ* hydridization of *Nrgn* mRNA in whole brain coronal sections **(B)**, motor cortex **(C,D)**, frontal/cingular cortex **(D)**, piriform cortex **(E)**, striatum **(F)** and second somatosensory cortex **(G)**. Images are representative of two different animals of each genotype. Rectangles and letters indicate the panels in which those anatomic regions are amplified. St, striatum; Lv, lateral ventricle. Arrows indicate areas of major differential expression. Scale bars are 40 microns.

### Gene Expression Profiling of the *Dio3*−/− Fetal Brain

Results on *Klf9* and *Nrgn* expression suggested that the E18.5 brain is sensitive to TH and that mouse DIO3 deficiency is an excellent model to probe T3-dependent gene expression in the early development of the brain. Thus, we used RNA sequencing to perform a gene expression profiling of three *Dio3*+/+ and five *Dio3*−/− male brains at E18.5 of embryonic age. 

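RNA of whole brains from 3 Dio3+/+ and 5 Dio3-/- male fetuses at E18.5 was sequenced. The authors aligned the reads with STAR, counted them on genes with HTSeq without use of the strand, adjusted the counts for the sequencing batch with ComBat-seq and compared the genotypes with DESeq2. The authors' deposited table lists 41934 genes. For each gene it gives a mean normalized count over the libraries of the age, a log2 fold change of Dio3-/- against Dio3+/+ with its standard error, a Wald statistic and a p-value. It has no column for a single library, so the depth of each library and the spread between fetuses are unknown here. The standard error is that of the fold change as DESeq2 modelled it after the batch adjustment, not a spread measured between fetuses. At E18.5 a p-value was given for 32495 genes, and 9436 genes had no reads. From these p-values the filter on low mean counts and the Benjamini-Hochberg adjustment were computed again, which kept 17607 genes with a mean normalized count of at least 13.8. The median standard error of the log2 fold change over the kept genes was 0.09. The median squared Wald statistic was 1.04 times its expectation over the kept genes. Dio3, the targeted gene (ENSMUSG00000075707.5), lies on chromosome 12 of GRCm38 from 110279068 to 110281097, and its selenocysteine codon spans 110279739 to 110279741. The authors' deposited table gives Dio3 a mean normalized count of 129 and a log2 fold change of 1.10 (standard error 0.15) at E18.5. The adjusted p computed here was 8.45e-10.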

Principal component analysis (PCA) distinctively separated *Dio3*+/+ and *Dio3*−/− samples along PC1 (34% variance) but not along PC2 (28% variance) (Figure 4C). One of the *Dio3*+/+ samples clustered within the *Dio3*−/− samples (Figure 4A). 

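Among the genes kept by the filter at E18.5, 242 had an adjusted p under 0.05, and 241 of them were also below that threshold in the authors' own adjustment. The median absolute log2 fold change of these 242 genes was 0.30, and 21 of them changed by more than 1 on the log2 scale. The count depended most on the reference distribution of the Wald statistic. With a t distribution of 6 degrees of freedom in place of the normal distribution, 1 gene, Klf9, stayed under the threshold. By that reference 714 of the kept genes had an unadjusted p under 0.05, fewer than the 880 expected by chance. It was thus too strict for these statistics and does not show that the other DEGs arose by chance. Klf9 (ENSMUSG00000033863.2, chromosome 19 from 23141226 to 23168134) had a log2 fold change of 1.52 (standard error 0.07) in the authors' deposited table and an adjusted p of 2.57e-111 here. Among DEGs with a mean normalized count of at least 50, the authors' deposited table gives the largest increases besides Klf9 to Igfbp6 (1.79, standard error 0.25), Cpz (1.76, standard error 0.20), Ifit1 (1.55, standard error 0.25) and Gbp3 (1.31, standard error 0.21). Large decreases in the authors' deposited table were those of Lrrc17 (-0.81, standard error 0.19), Dio2 (-0.67, standard error 0.10), Chst7 (-0.61, standard error 0.17) and Tent5c (-0.50, standard error 0.14). Lrrc17 and Dio2 overlap exons of other genes, and the counting did not use the strand.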

We identified 246 differentially expressed genes (DEGs) with an adjusted *P* < 0.05 that are represented in MA and volcano plots in Figure 4 (Figures 4B,D, respectively). [599 genes were differentially expressed based on a non-adjusted *P* < 0.01 (Supplementary Data)]. 

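At E18.5, 624 genes had an unadjusted p under 0.01, where 325 would be expected by chance among the genes with a p-value. Of these, 354 were higher and 270 were lower in Dio3-/- brains. The authors' deposited table gives no adjusted p for 25 of the 624 genes, and 599 remained without them. With the t distribution, 180 genes had an unadjusted p under 0.01.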

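Of the DEGs at E18.5, 169 were higher and 73 were lower in Dio3-/- brains. The share of higher genes was 69.8% (Wilson 95% confidence interval 63.8% to 75.3%). Among all genes kept by the filter it was 50.9%. The difference from an equal split gave p = 6.10e-10 in an exact binomial test, and the difference from the share among the kept genes gave p = 3.20e-09. Both tests are across genes, which are not independent. Among the 60 DEGs with an absolute log2 fold change over 0.5, 54 were higher.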

DEGs showed a marked bias toward up-regulation, as 171 genes (70% of DEGs at that statistical threshold) (Figure 4D). Differential expression of some DEGs was confirmed by qPCR using the same plus additional, non-related samples from males and female E18.5 fetuses. Strong up-regulation was validated for the expression of *Cplx3, Dio3* itself, *Dio3os, Hr, Mgp*, and *Slc22a2* (Figure 4E, left) [please note that *Dio3*−/− mice carry a triple point mutation in *Dio3* that renders the DIO3 enzyme fully inactive, but *Dio3* mRNA is present and detectable in these animals (Hernandez et al., 2006)]. Significant up-regulation was also confirmed for the expression of *Cldn12, Dbp, Gfap, Gpr37l1, Lpl, Sorl1*, and *Vegfa*, while the expression of *Dio2* was modestly repressed (Figure 4E, right).

**FIGURE 4:**
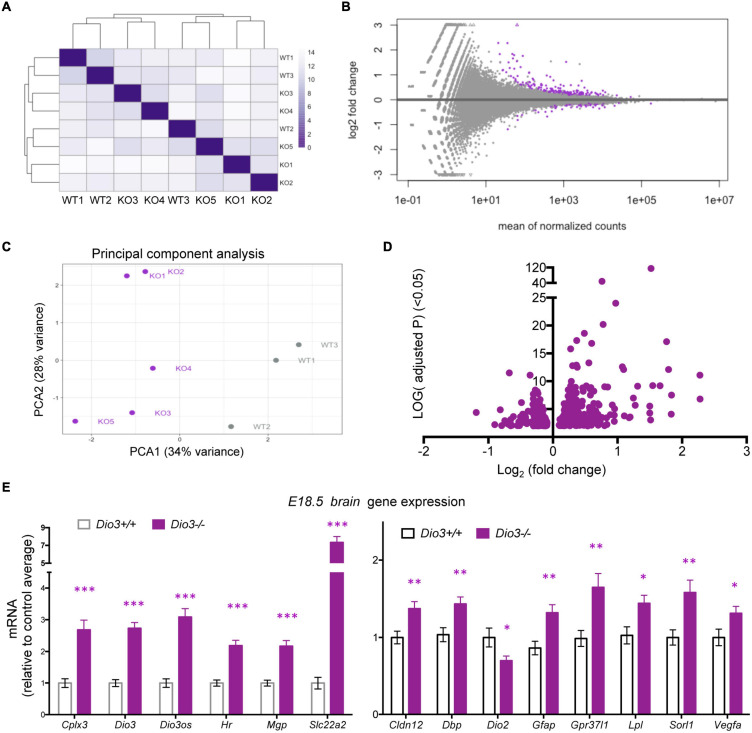
Gene expression profiling of E18.5 *Dio3*+/+ and *Dio3*−/− male brains. **(A)** heat map representing the expression and clustering of the RNA samples used. **(B**–**D)** MA, PCA, and volcano plots showing 588 DEGs (adjusted *P* < 0.05) in purple color. In PCA panel, WT1-3 and KO1-5 represent samples from *Dio3*+/+ and *Dio3*−/− mice. **(E)** qPCR validation of selected DEGs in an extended number of samples, including females. Data represent the mean ± SEM relative to control mean value of 11 and 10 different samples from E18.5 *Dio3*+/+ and *Dio3*−/− mice. ^∗^, ^∗∗^, and ^∗∗∗^, indicate *p* < 0.05, *p* < 0.01, and *p* < 0.001, respectively, E13.5 vs E18.5 as determined by the Student’s *t*-test. (Note: *Dio3*−/− mice express *Dio3* mRNA, although they carry an inactivation mutation of the coded protein).

To investigate whether the brain capable of responding to T3 even earlier in development, we also submitted for RNA sequencing E13.5 brain RNA samples from four *Dio3*+/+ and two *Dio3*−/− males. 

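At E13.5 the libraries came from 4 Dio3+/+ and 2 Dio3-/- male fetuses, and the authors processed them in the same way as those of E18.5. The authors' deposited table gives a p-value for 31372 genes at E13.5, and 10562 genes had no reads. The filter kept 16436 genes with a mean normalized count of at least 21.7. The median standard error of the log2 fold change was 0.11 over these genes. The median squared Wald statistic was 1.31 times its expectation over the kept genes. As at E18.5, no value of a single library was analysed here. The effect of the sequencing batch could not be computed, because the tables hold values after the adjustment for it. The authors' deposited table gives Dio3 a log2 fold change of -0.89 (standard error 0.23) at E13.5. The adjusted p computed here was 0.00584, so that Dio3 mRNA was lower in the libraries labelled Dio3-/- at this age and higher at E18.5. The difference between the ages was 1.99 on the log2 scale, and its adjusted p was 9.83e-10 over the 17793 genes with a mean normalized count of at least 10 at both ages.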

Sample clustering and MA plot highlighting DEGs based on an adjusted *P* < 0.05 are shown in Figures 5A,B. PCA robustly separated *Dio3*+/+ and *Dio3*−/− samples along PC1 (69% of variance), but not along PC2 (17% of variance) (Figure 5C). Samples of different genotypes clustered separately (Figure 5A). 

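Over the genes kept by the filter at E13.5, 585 had an adjusted p under 0.05, and all 585 were also under that threshold in the authors' own adjustment. Their median absolute log2 fold change was 0.42, and 84 of them changed by more than 1 on the log2 scale. The count fell to 320 when the Wald statistic was divided by 1.13, the spread of its central values. With a t distribution of 4 degrees of freedom it was 0, while 799 kept genes had an unadjusted p under 0.05 against 822 expected by chance. That is also fewer than expected, so the t distribution does not show that the DEGs arose by chance. Among DEGs with a mean normalized count of at least 50, the largest increases in the authors' deposited table were those of Xist (3.93, standard error 1.11), Hoxb8 (3.93, standard error 1.21), Hoxb6 (3.76, standard error 0.92), Hoxa6 (3.66, standard error 0.42) and Acan (2.97, standard error 0.64). Large decreases in the authors' deposited table were those of Tbr1 (-2.40, standard error 0.41), Samd3 (-2.22, standard error 0.31), Eomes (-2.10, standard error 0.45) and Tfap2c (-2.06, standard error 0.28). Xist overlaps exons of Tsix, which the counting without strand could not separate from it.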

At this gestational age, we identified 588 DEGs based on an adjusted *P* < 0.05. 

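Of the DEGs at E13.5, 203 were higher and 382 were lower in Dio3-/- brains. The share of lower genes was 65.3%. The exact binomial test against an equal split gave p = 1.20e-13. The share of higher genes among all kept genes was 46.7%, and against that share the exact binomial test gave p = 4.39e-09. Both tests are across genes, which are not independent. Among the 204 DEGs with an absolute log2 fold change over 0.5, 93 were higher and 111 were lower, which did not differ from an equal split (exact binomial test, p = 0.234). The bias therefore lay among the DEGs with smaller changes.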

At this age, there was a bias toward down-regulation, with 383 (65%) of DEGs being down-regulated (Figure 5D). 

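At E13.5, 1012 genes had an unadjusted p under 0.01, against 314 expected by chance among the genes with a p-value. They comprised 371 higher and 641 lower genes. The authors' deposited table gives no adjusted p for 55 of them. With the statistic divided by the spread of its central values, 723 genes remained under this threshold.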

[1,012 differentially expressed based on a non-adjusted *P* < 0.01 (Supplementary Data)]. Using the same plus additional RNA samples from female E13.5 brains, we used qPCR and confirmed the differential expression of some genes consistently found to be up-regulated by T3 including *Dbp, Dio3, Klf9, Mgp, Mme, Sned1*, and *Thrb* (Figure 5E). We also confirmed up-regulation of genes with important developmental roles including *Igf1, Igf2, H19*, and *Meg3* (Figure 5E). 

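The genes Klf9, Hr, Nrgn, Dbp and Mgp, which the paper measured in Fig. 1B as T3-responsive genes, were all higher in Dio3-/- brains at E13.5. Klf9 had a log2 fold change of 0.76 (standard error 0.19) in the authors' deposited table and an adjusted p of 0.00319 here. Mgp (ENSMUSG00000030218.2) had a log2 fold change of 1.54 (standard error 0.49) in the authors' deposited table, and its adjusted p of 0.0503 lay just above the threshold. The changes of Nrgn (0.21), Hr (0.15) and Dbp (0.15) in the authors' deposited table were not past the threshold, with adjusted p of 0.675, 0.896 and 0.881. Thus 1 of the 5 genes was a DEG over all genes tested, and 2, Klf9 and Mgp, were under the threshold when adjusted over the list alone. Markers of cartilage and head mesenchyme were also higher at this age. Whether tissue around the brain raised Mgp was not tested. The median log2 fold change of the list was 0.21 at E13.5, at percentile 91.2 among 10000 random lists matched on mean expression, and limma's camera test gave it an adjusted p of 0.00137. At E18.5 the median was 0.85, all 5 genes were DEGs, and the adjusted p was 6.46e-75. From the changes of T3-regulated genes, the paper concludes that the brain responds to T3 at E13.5.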

Overall, these results show that the fetal brain is sensitive to T3 as early as embryonic age E13.5.

**FIGURE 5:**
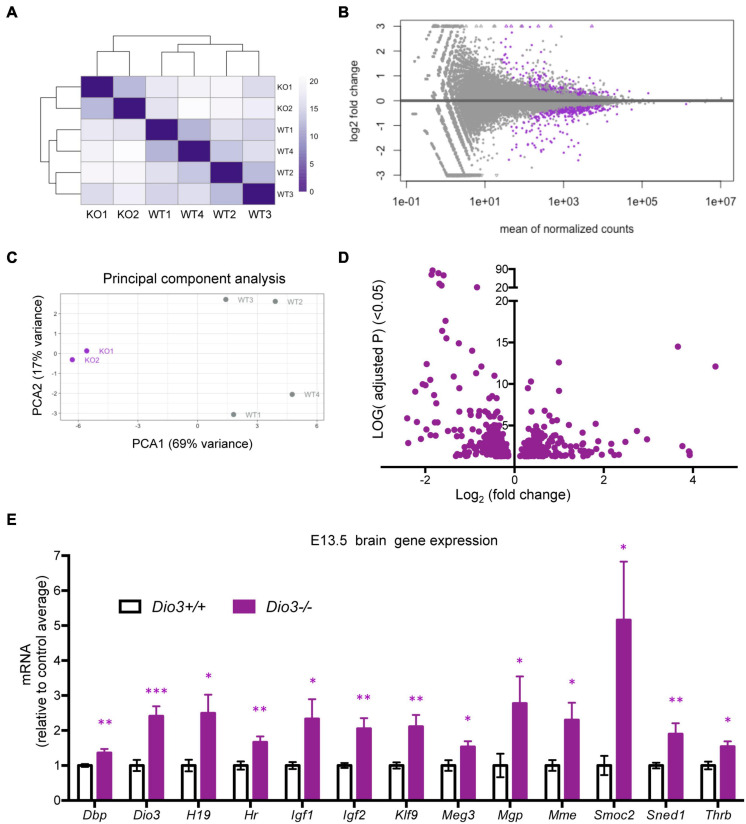
Gene expression profiling of E13.5 *Dio3*+/+ and *Dio3*−/− male brains. **(A)** Heat map representing the expression and clustering of the RNA samples used. **(B–D)** MA, PCA, and volcano plots showing 588 DEGs (adjusted *P* < 0.05) in purple color. In PCA panel, WT1-4 and KO1-2 represent samples from *Dio3*+/+ and *Dio3*−/− mice. **(E)** qPCR validation of selected DEGs in an extended number of samples, including females. Data represent the mean ± SEM relative to control mean value of 8 and 6 different samples from E18.5 *Dio3*+/+ and *Dio3*−/− mice. ^∗^, ^∗∗^, and ^∗∗∗^, indicate *p* < 0.05, *p* < 0.01, and *p* < 0.001, respectively, E13.5 vs E18.5 as determined by the Student’s *t*-test. (*Dio3*−/− mice express *Dio3* mRNA, although they carry an inactivation mutation of the coded protein).

We used DAVID and IPA to analyze the ontology and biological functions of DEGs at each gestational age. To avoid bias due to differences in the number of genes entered into these algorithms, we used 588 DEGs at E13.5 (adjusted *P* < 0.05) and 599 DEGs at E18.5 (non-adjusted *P* < 0.01). For each dataset statistically enriched terms with a FDR < 0.0001 are listed in the Supplementary Data. Selected enriched terms identified by DAVID are shown for E13.5 and E18.5 DEGs in Tables 1, 2, respectively. There were enriched biological themes common for both sets of DEGs showing comparable statistical significance, including “neurogenesis,” “methylation,” extracellular matrix,” “alternative splicing,” “activator,” “repressor,” “differentiation.” Enrichment terms including “glycoprotein” and “EGF-like” were more significant or specific for DEGs at E18.5. 

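Lists of transcription factors and chromosomal proteins were tested as sets at E13.5. All 22 Hox genes with a mean normalized count of at least 10 were higher in Dio3-/- brains. Their median log2 fold change was 2.30, the adjusted p of the camera test was 5.97e-27, and 7 of them were DEGs, or 18 adjusted over the list alone. Hoxc6 (ENSMUSG00000001661.5) had a log2 fold change of 4.50 (standard error 0.56) in the authors' deposited table. All 26 markers of the telencephalon, of which several are homeobox genes, were lower. Their median log2 fold change was -1.44, their adjusted p was 6.24e-153, and 25 of them were DEGs, both over all genes and adjusted over the list alone. Several of these markers had been seen among the paper's E13.5 DEGs when the list was made. Of the 55 histone genes of the replication-dependent clusters, 54 were lower, with a median log2 fold change of -0.43 (adjusted p = 1.65e-50). Among them 34 were DEGs, or 41 adjusted over the list alone. Reads of these near-identical genes could be split between copies, so that single histone genes are uncertain. At E18.5 the medians were 0.24 for the 17 Hox genes, -0.03 for the telencephalon markers and 0.04 for the 49 histone genes, with adjusted p of 0.0447, 0.267 and 0.0229. No Hox gene and no telencephalon marker was a DEG at E18.5, and none was adjusted over the list alone.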

Other enrichment terms were much more significant or specific for DEGs at E13.5, including “phosphoprotein,” “developmental protein,” ”transcriptional regulation,” “DNA binding,” “nucleus,” chromosome,” “homeobox,” and “cell cycle” (Tables 1, 2).

**TABLE 1:** Results of DAVID analysis of DEGs in E13.5 *Dio3*−/− brain.

UP_KEYWORD Term	Fold Enrichment	FDR
DNA-binding*	4.68	5.36E-70
Nucleus	2.52	9.79E-55
Chromosome	7.11	9.43E-36
Developmental protein*	4.32	7.40E-34
Phosphoprotein*	1.69	1.83E-27
Homeobox	7.53	9.16E-27
Nucleosome core	13.49	7.86E-25
Cell cycle	4.38	9.24E-22
Ubl conjugation*	2.91	1.14E-21
Transcription regulation*	2.67	5.50E-21
Transcription*	2.61	2.13E-20
Mitosis	6.35	3.48E-18
Cell division	5.10	2.11E-17
Citrullination	11.21	2.83E-17
Isopeptide bond*	3.05	6.26E-15
DNA replication	10.21	6.26E-15
Acetylation	1.88	1.21E-12
Activator*	3.31	1.07E-11
Methylation*	2.59	8.08E-10
Neurogenesis*	4.44	1.40E-08
Alternative splicing*	1.47	4.55E-07
Extracellular matrix*	4.13	5.19E-07
Differentiation*	2.55	2.97E-06
Repressor*	2.68	6.03E-06
Centromere	5.03	6.50E-06
Cytoskeleton	1.96	8.19E-05
Glycoprotein*	1.44	8.71E-05
Microtubule	3.19	1.58E-04
Zinc	1.59	3.38E-04
Cyclin	8.03	4.10E-04
LIM domain	5.70	4.63E-04
Kinetochore	4.88	6.18E-04
DNA repair	2.87	9.10E-04

Based on analysis of 588 DEGs based on an adjusted *P* < 0.05. * indicates a common term for both E13.5 and E18.5 DEGs.

**TABLE 2:** Results of DAVID analysis of DEGs in E18.5 *Dio3*−/− brain.

UP_KEYWORD Term	Fold Enrichment	FDR
Glycoprotein*	2.067362941	8.62E-24
Disulfide bond	1.959425632	2.64E-15
Alternative splicing*	1.650343088	1.29E-12
Phosphoprotein*	1.452714812	1.44E-12
Cell adhesion	3.761449216	9.84E-12
Signal	1.641066106	9.84E-12
Developmental protein*	2.492625787	3.55E-09
EGF-like domain	4.55449827	2.13E-08
Secreted	2.002690132	2.60E-08
Neurogenesis*	4.289256546	2.77E-08
Activator*	2.766835241	9.03E-08
Transcription regulation*	1.875782586	4.01E-07
Transcription*	1.857455826	4.01E-07
DNA-binding*	1.883655912	1.98E-06
Extracellular matrix*	3.840388721	2.89E-06
Methylation*	2.166306228	4.29E-06
Differentiation*	2.429644231	9.75E-06
Cell membrane	1.471844735	1.50E-05
Calcium	2.182566746	2.06E-05
Synapse	2.857724405	7.25E-05
Ubl conjugation*	1.746841555	1.33E-04
Metal-binding	1.444725859	1.61E-04
Repressor*	2.351386027	2.17E-04
Glycolysis	8.968858131	2.55E-04
GPI-anchor	3.923875433	6.20E-04
Membrane	1.206581528	6.20E-04
Cell junction	2.07769501	8.56E-04
Isopeptide bond*	1.852826804	9.98E-04

Based on analysis of 599 DEGs based on non-adjusted *P* < 0.01. * indicates a common term for both E13.5 and E18.5 DEGs.

Ingenuity pathway analysis analysis of the two DEGs datasets indicated enrichment in a number of canonical pathways, some of which were common (Supplementary Data). However, the most statistically significant canonical pathways were very different between the two developmental stages (Table 3). While E13.5 DEGs were most enriched in pathways related to the cell cycle and nuclear DNA rearrangement during mitosis, E18.5 DEGs showed top enrichment in pathways related axon guidance, synaptogenesis, glycolysis and hypoxia inducible factor (Table 3 and Supplementary Data).

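Glycolytic enzymes, targets induced by hypoxia and families of axon guidance molecules were tested as sets at both ages. Of the 16 glycolysis genes, 14 were higher at E18.5, with a median log2 fold change of 0.14 (adjusted p = 1.45e-14), and 5 were DEGs, or 10 adjusted over the list alone. Eno1 (ENSMUSG00000063524.13) had a log2 fold change of 0.22 (standard error 0.05) in the authors' deposited table and an adjusted p of 0.00155 here.
Of the 24 hypoxia-induced genes, 23 were higher at E18.5, with a median of 0.17 (adjusted p = 5.14e-17), and 6 were DEGs, or 14 adjusted over the list alone. Vegfa was among them, with a log2 fold change of 0.35 (standard error 0.06) in the authors' deposited table. The glycolysis and hypoxia lists share 5 genes.
For the 74 axon guidance genes at E18.5 the median was -0.03, with 49 genes lower. It lay at percentile 0.17 among the matched random lists, while the camera test was not past the threshold (adjusted p = 0.0921). They held 15 DEGs at this age, 6 higher and 9 lower, which is 20.3% of the list against 1.37% of all genes kept by the filter, and 20 adjusted over the list alone. Sema3c (ENSMUSG00000028780.13) had a log2 fold change of 0.76 (standard error 0.05) in the authors' deposited table, with an adjusted p of 6.16e-45 here.
At E13.5 the median of the glycolysis genes was -0.10 (adjusted p = 0.0467) and that of the hypoxia-induced genes was -0.03 (adjusted p = 0.247). The median of the axon guidance genes was 0.02 (percentile 99.99, adjusted p = 0.261). The axon guidance list held 11 DEGs at E13.5, 5 higher and 6 lower, or 18 adjusted over the list alone. The 11 DEGs are 14.9% of the list, against 3.56% of all genes kept by the filter at E13.5. The call on the glycolysis genes at E13.5 was lost when the log2 fold change replaced the Wald statistic (adjusted p = 0.361), the highest over all settings, with 0.00874 the lowest.

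**Figure D1:**
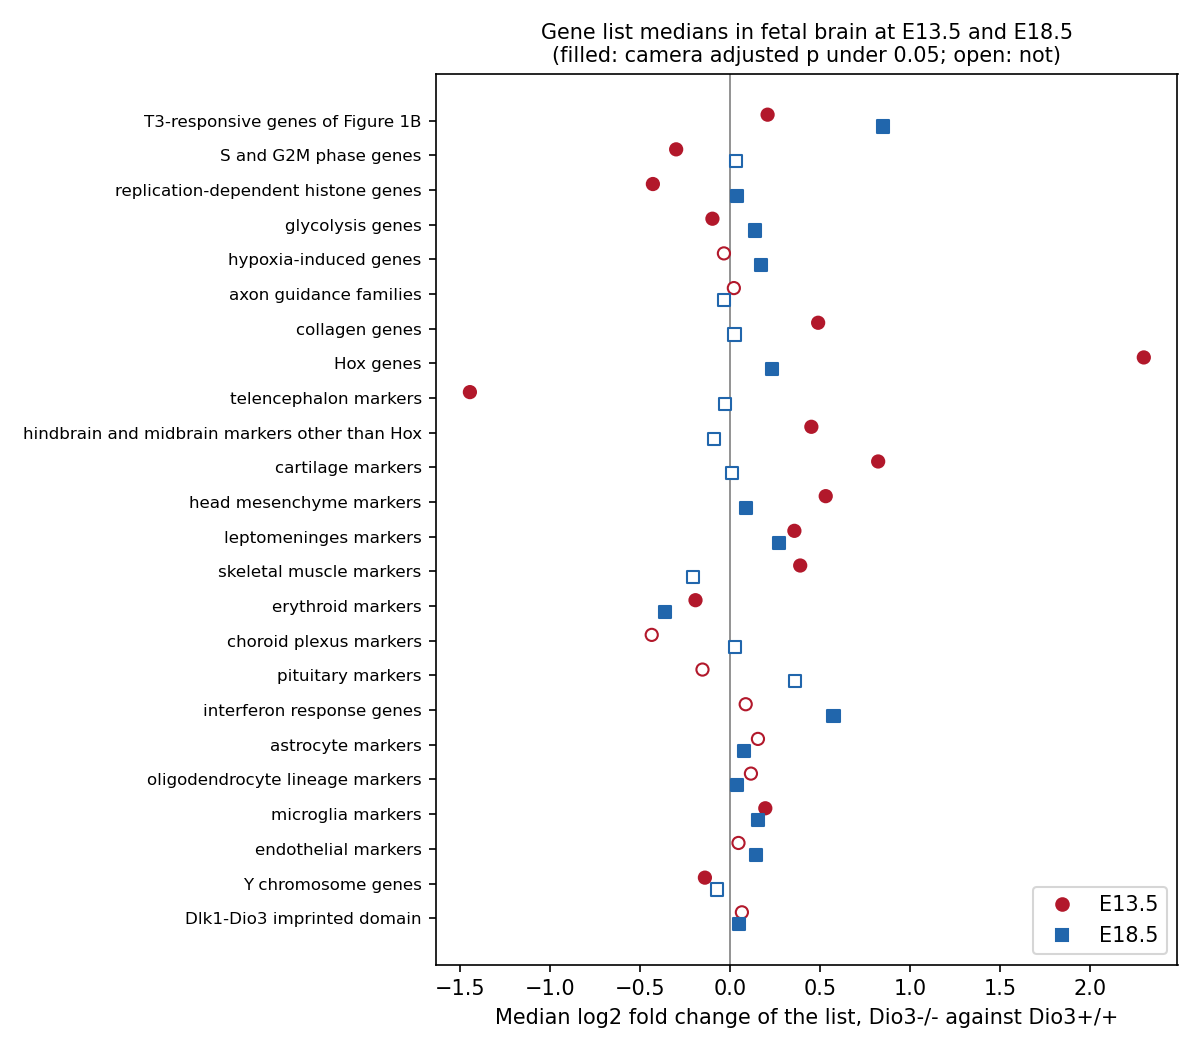
Median log2 fold change of Dio3-/- against Dio3+/+ brains for each of 24 gene lists (horizontal axis, log2 scale). Circles are E13.5 and squares are E18.5, and filled symbols have an adjusted p under 0.05 in the camera test. The Hox genes (2.30) and the telencephalon markers (-1.44) lie farthest from 0 at E13.5, and the T3-responsive genes (0.85) at E18.5.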

**TABLE 3:** Top canonical pathways (IPA) enriched in E13.5 and E18.5 DEGs.

Canonical Pathway	-LOG(*P* value)	Age
Cell Cycle Control of Chromosomal Replication	12.1	E13.5
Aryl Hydrocarbon Receptor Signaling	8.5	E13.5
PCP pathway	7.15	E13.5
Kinetochore Metaphase Signaling Pathway	7.09	E13.5
Mitotic Roles of Polo-Like Kinase	5.75	E13.5
Wnt/β-catenin Signaling	5.13	E13.5
Axonal Guidance Signaling	8.26	E18.5
HIF1α Signaling	6.56	E18.5
Glycolysis I	5.61	E18.5
Synaptogenesis Signaling Pathway	4.41	E18.5
Hepatic Fibrosis/Hepatic Stellate Cell Activation	3.97	E18.5
TR/RXR Activation	3.63	E18.5

Results from IPA concerning pathway upstream analysis rendered substantially different results. The most significant upstream regulators identified from E13.5 DEGs, including CDKN1A, asparaginase and E2F4, barely showed any significance for E18.5 DEGs, an observation that also applies to the activation Z scores associated with those regulators (Figure 6A). The activation Z scores and the effects of these regulators, as well as the main canonical pathways affected as revealed by IPA (Supplementary Data) suggest a reduction in cell proliferation, consistent with the results from DAVID. In contrast, a substantial proportion of the top significant upstream pathways affected by DEGs at E18.5 were also affected at E13.5 with comparable significance, including those regulated by beta-estradiol, FGF2, TGFB1, AGT, and tretinoin, a retinoic acid agonist (Figure 6B). 

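All 95 genes of the S and G2/M phases of the cell cycle were lower in Dio3-/- brains at E13.5. Their median log2 fold change was -0.30, below each of 10000 random lists matched on mean expression, and the camera test gave an adjusted p of 9.76e-51. Of these genes 45 were DEGs, or 74 adjusted over the list alone. The largest fall in the list was that of Cdca7 (ENSMUSG00000055612.15), with a log2 fold change of -0.64 (standard error 0.11) in the authors' deposited table and an adjusted p of 8.11e-06 here. Pcna (ENSMUSG00000027342.14) had a log2 fold change of -0.42 (standard error 0.08) in the authors' deposited table, with an adjusted p of 6.91e-05. At E18.5 the median of the same list was 0.03 (adjusted p = 0.145). None of its genes was a DEG at that age, over all genes or adjusted over the list alone. From the regulators and pathways it identified, the paper proposes that cell proliferation is reduced at E13.5.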

Interestingly, some of these regulators exhibited similar (tretionein, TGFB1) or opposite (beta-estradiol, FGF2) activation scores at each developmental stage (Figure 6B). Furthermore, although the overlap of DEGs at both E13.5 and E18.5 was significant (95 genes of 1,012 and 599, respectively), it was substantially lower than anticipated if we consider the hypothesis that the effects of T3 on the fetal brain are largely comparable at both gestational ages. 

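Among the 29955 genes with a p-value at both ages, 1012 had an unadjusted p under 0.01 at E13.5 and 623 at E18.5. They shared 95 genes, where 21.0 would be expected by chance (Fisher's exact test, odds ratio 5.58, p = 2.29e-35). The shared genes made up 9.39% of the genes at E13.5 and 15.2% of those at E18.5. With a mean normalized count of at least 10 required at both ages, 94 genes were shared against 30.9 expected, and the odds ratio was 3.70. With an adjusted p under 0.05 at both ages, 37 genes were shared against 4.73 expected. Across the 17793 genes with a mean normalized count of at least 10 at both ages, Spearman's rho between the log2 fold changes of the ages was -0.03 and Pearson's r was 0.03. This correlation is across genes, which are not independent replicates.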

A large majority of DEGs were not common between E13.5 and E18.5 brains and about half of the common DEGs showed opposite regulation between developmental ages (Figure 7A). 

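Of the 95 genes with an unadjusted p under 0.01 at both ages, 43 changed in opposite directions, which is 45.3% (Wilson 95% confidence interval 35.6% to 55.3%) and did not differ from an equal split (exact binomial test, p = 0.412). In the other 52 genes the direction was the same, with 25 higher and 27 lower at both ages. Those in opposite directions comprised 23 genes lower at E13.5 and higher at E18.5 and 20 genes with the reverse. Among the 37 genes with an adjusted p under 0.05 at both ages, 13 changed in opposite directions (35.1%; exact binomial test, p = 0.0989). Epha4 was one example, with a log2 fold change of -0.32 (standard error 0.08) at E13.5 and of 0.28 (standard error 0.05) at E18.5 in the authors' deposited table.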

Using additional samples from female fetuses, we used qPCR to validate the differential expression of E13.5 DEGs. The differential expression of some of them was borderline significant. These DEGs included Arx, *Dlx1, Dlx2, Dlx5, Isl1*, and *Islr2* (Figure 7B), which are of importance for neuronal and cortical development. We also confirmed the differential expression at E13.5 of several genes related to collagen and extracellular matrix formation (Figure 7C). Taken together,

**FIGURE 6:**
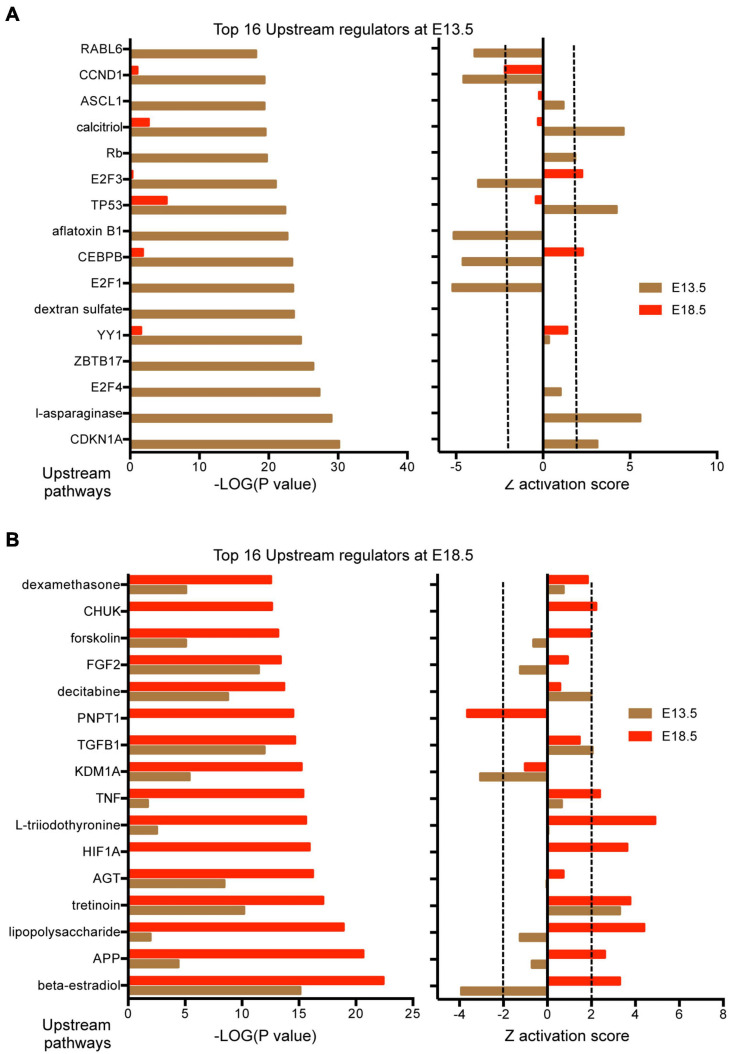
Upstream regulators affected by DEGs in the E13.5 and E18.5 brains of *Dio3*+/+ and Dio3−/− mice. **(A)** Top significant upstream pathways affected in Dio3−/− mice at E13.5 with corresponding statistical values and Z activation scores at E18.5. **(B)** Top significant upstream pathways affected in *Dio3*−/− mice at E18.5 with the corresponding statistical values and Z activation scores at E13.5. Dotted lines indicate the Z score threshold hat IPA considers significant for activation or inactivation of a certain pathway.

**FIGURE 7:**
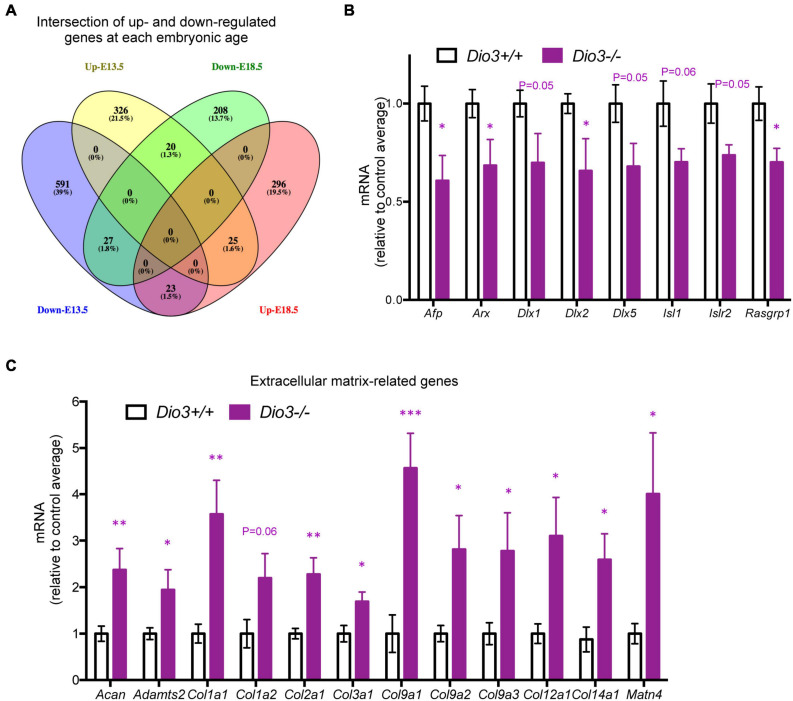
Overlap and differential gene expression in E13.5 Dio3−/− brains. **(A)** Venn diagram of up- and down regulated genes in Dio3−/− brain at E13.5 and E18.5. **(B)** qPCR validation of additional DEGs that are down-regulated in E13.5 *Dio3*−/− brains. **(C)** qPCR validation of differential expression of genes related to extracellular matrix components in E13.5 *Dio3*−/− brains. Data represent the mean ± SEM, relative to control mean value, of 8 and 6 different samples from E18.5 *Dio3*+/+ and *Dio3*−/− mice. ^∗^, ^∗∗^, and ^∗∗∗^, indicate *p* < 0.05, *p* < 0.01, and *p* < 0.001, respectively, E13.5 vs E18.5 as determined by the Student’s *t*-test.

these observations suggest common biological processes in the brain affected by T3 at both developmental ages, but also indicate that some of them are distinct and specific to E13.5.

An initial analysis of gene expression profiles between developmental ages within the same genotype identified 9,408 DEGs (adjusted *P* < 0.01) in the *Dio3*+/+ brain between E13.5 and E18.5. In *Dio3*−/− mice, 3,841 genes were identified as differentially expressed between developmental ages, the vast majority of them (3,128 genes, 81%) overlapping with those in *Dio3*+/+ mice (Supplementary Figure 3). These results indicate that there are more than five thousand genes that showed significant changes in brain expression during development in *Dio3*+/+ mice but not in *Dio3*−/− mice (Supplementary Figure 3).

## Discussion

The importance of TH for the development of the CNS is well established in mammals, including humans (Legrand, 1984). In rodents, their broader and more profound effects on the regulation of brain gene expression occur in late neonatal life (Bernal, 2005; Morte et al., 2010; Hernandez et al., 2012), but their actions at earlier developmental stages, especially *in utero*, have remained unclear. The administration of TH to pregnant rodents in late gestation has minimal or negligible effects on the expression of T3-regulated genes (Schwartz et al., 1997; Grijota-Martínez et al., 2011), despite the relatively abundant expression in the fetal brain of the T3 receptor THRA and the main T3-transporter, MCT8 (López-Espíndola et al., 2014; Mayerl et al., 2014). To determine whether the fetal brain is sensitive to T3, here we used a DIO3-deficiency mouse model, in which an excess of T3 in the fetus is produced by impaired T3 clearance.

Developmental expression profiles of genes enhancing brain T3 availability and action, as well as selected genes regulated by T3 (Chatonnet et al., 2015), showed significantly increased expression at E18.5 compared to E13.5, suggesting that components of T3 signaling are more mature at the later fetal age. Using qPCR and *in situ* hydridization we showed that *Dio3*−/− mice exhibited robust mRNA up-regulation of *Klf9* and *Nrgn*, two well-established T3-regulated genes (Martínez de Arrieta et al., 1999; Chatonnet et al., 2015) that have been shown to be regulated in primary culture of fetal neurons (Gil-Ibanez et al., 2014) and in different regions of the neonatal and adult brain (Iñiguez et al., 1992; Martínez de Arrieta et al., 1999). The expression of both *Klf9* and *Nrgn* was increased in most brain regions of E18.5 *Dio3*−/− mice in which they were expressed, predominantly areas of the cortex and striatum, although *Nrgn* manifested region-specific sensitivity to thyroid hormones, as previously described in older animals (Guadaño-Ferraz et al., 1997), with most prominent up-regulation in the frontal cortex and striatum.

Unbiased gene expression profiling by RNA sequencing confirmed the sensitivity of the *Dio3*−/− fetal brain to T3 by identifying, with a limited sample number, several hundred differentially expressed genes. Many of these genes are included in a published compendium of T3 regulated genes in the CNS (Chatonnet et al., 2015), suggesting that T3-regulation of gene expression in the brain at this developmental age is largely comparable to that later in life in terms of the genes that are regulated. Canonical pathways enriched in DEGs as identified by IPA and DAVID, including axon guidance signaling and synaptogenesis are consistent with known TH effects in the developing brain (Bernal, 2005). Activation of glycolysis-, hypoxia- and inflammation-related pathways (HIF1a and lipopolysaccharide) may reflect the action of T3 excess on oxidative-dependent metabolism and the brain cell response to reduced T3 levels, as HIF1a is known to activate *Dio3* expression in the brain (Simonides et al., 2008). One of the top canonical pathways and upstream regulators identified by IPA as being activated is that of thyroid receptor-retinoid X receptor (“TR-RXR”) and “triiodothyronine,” providing further confirmation of enhanced T3 signaling. The significant activation of upstream regulators (tretionein, dexamethasone) related to other nuclear receptors also suggest the occurrence of cross-talk between TH signaling and pathways regulated by the retinoic acid and glucocorticoid receptors, something that has been proposed in a model of primary culture of fetal neurons (Gil-Ibanez et al., 2014).

At E13.5, we also observed and validated the increased expression of well-established T3-regulated genes including *Dbp, Dio3, Hr, Klf9, Mgp, Mme, Sned1*, and *Thrb.* This finding indicated that the brain is sensitive to T3 as early as E13.5. However, a large proportion of DEGs at this embryonic age is substantially different from those identified at E18.5, suggesting largely different biological effects. This is illustrated by the rather low overlap in DEGs between both ages, and further confirmed by the different biological terms and pathways identified by DAVID and IPA as achieving top statistical significance. Both DAVID and IPA algorithms suggest E13.5 DEGs been involved in the cell cycle. In particular, upstream regulators identified by IPA indicate negative activation scores of pathways or compounds promoting transcription related to the cell cyle (RABL6, CCDN1, E2F3, E2F1, CEBPB, and aflatoxin) (Leone et al., 1998; Piva et al., 2006; Bryant et al., 2020; Huang et al., 2020), and positive activation scores for pathways opposing cell division (TP53, asparaginase, and CDKN1A) (Scotti et al., 2010; Lüdtke et al., 2013; Fischer et al., 2016; Yang et al., 2017). However, some genes like *E2f3* and *E2f1*, with primary functions regulating the cell cycle also play roles in the migration (McClellan et al., 2007) and apoptosis of neurons (Hou et al., 2000) and in neurogenesis (Cooper-Kuhn et al., 2002). These analyses suggest an effect of T3 in suppressing brain cell proliferation or influencing neuronal homeostasis at this embryonic stage. 

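The difference of the log2 fold changes between the ages was tested for each gene with the standard errors of both ages. Of 17793 genes with a mean normalized count of at least 10 at both ages, 347 differed with an adjusted p under 0.05, and in 285 of them the signs were opposite. Of the 347 genes, 254 were DEGs at E13.5 only and 32 at E18.5 only, and 13 were DEGs at both ages with opposite directions. The other genes with a call at a single age were not shown to differ between the ages. With the statistic divided by the spread of its central values, 192 genes differed.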

Since most of the DEGs at this developmental stage do not overlap with known T3-target genes in the CNS (Chatonnet et al., 2015), it is possible that they are not primary targets of T3. The differential expression observed may be secondary to changes in cellular subtypes characteristics and population. It is possible that at this early stage T3 targets a particular cell type that in turn will affect gene expression in other cells in a paracrine manner. This possibility is supported by the increased expression of genes involved in the composition of the extracellular matrix, including several collagen genes.

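Of the 44 collagen genes with a mean normalized count of at least 10 at E13.5, 38 were higher in Dio3-/- brains. Their median log2 fold change was 0.49 (adjusted p = 3.02e-12), and 8 were DEGs, 7 higher and 1 lower, or 11 adjusted over the list alone. Of the 12 genes in Fig. 7C, all were higher and 6 were DEGs, or 8 adjusted over the list alone. The study chose these 12 genes on the same samples, so that the latter count is not independent evidence. Acan (ENSMUSG00000030607.7) had a log2 fold change of 2.97 (standard error 0.64) in the authors' deposited table and an adjusted p of 0.000464 here. Col9a2 (ENSMUSG00000028626.5) had 0.79 (standard error 0.18) in the authors' deposited table and an adjusted p of 0.000657. The abundant genes Col1a1 and Col1a2 had log2 fold changes of 0.70 (standard error 0.51) and 0.81 (standard error 0.44) in the authors' deposited table, which their errors do not separate from 0 (adjusted p of 0.698 and 0.473). At E18.5 the median of the collagen genes was 0.03 (adjusted p = 0.173).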

An interesting observation is that IPA identifies beta-estradiol as an upstream regulator whose pathway is significantly altered at both developmental stages. However, the activation score is completely the opposite, with the beta-estradiol pathways being markedly suppressed at E13.5 and activated at E18.5 in *Dio3*−/− fetuses. Furthermore, in E13.5 brains, the strong statistical significance of the differential expression of some genes (*Dlx1, Dlx2, Dlx5, Arx, and Isl1*) in the RNA sequencing experiment (which used only male samples) was barely achieved in the qPCR determinations, which also included female samples. This raises the possibility of a potential sexually dimorphic effect of T3 on the brain in early development that need further investigations, especially since some of the above genes are critically involved in neuronal specification and cortical development (Pla et al., 1991; Eisenstat et al., 1999; McKinsey et al., 2013; Erb et al., 2017; Zhang et al., 2018). It is interesting to note that genes of the *Dlx* family, which are abnormally expressed in the E13.5 *Dio3*−/− brain, influence the development of interneurons (Long et al., 2009). Some of them will later develop into parvalbumin-positive neurons, a known target of T3 in the mature brain (Sui et al., 2007; Mittag et al., 2013; Bastian et al., 2014), suggesting a thyroid hormone developmental programming of the adult brain in terms of T3 responsiveness and T3-dependent brain functions.

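In the E13.5 libraries, Dlx1 (ENSMUSG00000041911.3, chromosome 2 from 71528113 to 71533981) had a log2 fold change of -1.70 (standard error 0.09) in the authors' deposited table and an adjusted p of 1.83e-75 here. Dlx2 (ENSMUSG00000023391.8) had -1.86 (standard error 0.10) in the authors' deposited table, with an adjusted p of 1.15e-69. Dlx5 (ENSMUSG00000029755.10) had -1.64 (standard error 0.14) in the authors' deposited table, with an adjusted p of 7.23e-29. Isl1 (ENSMUSG00000042258.13) fell by 0.95 on the log2 scale (standard error 0.11) in the authors' deposited table, and its adjusted p was 1.01e-14. Dlx1 overlaps exons of Dlx1as, and the counting did not use the strand. With the Wald statistic divided by the spread of its central values, the adjusted p of these 4 genes lay between 2.27e-58 and 3.96e-11. With the t distribution none of them was under the threshold, and the lowest adjusted p was 0.241. Over all kept genes that reference gave fewer unadjusted p under 0.05 than chance, so it does not show that these changes arose by chance. At E18.5 none was a DEG, with the lowest adjusted p at 0.892.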

Despite the DEGs identified at both gestational ages as regulated by T3, their number is modest compared to those that are regulated by developmental age in either genotype. Yet there are more than 5K genes that show a developmental difference in expression in *Dio3*+/+ mice but do show a developmental change in *Dio3*−/− mice. This number of genes is much larger than those differentially expressed between genotypes at either developmental age. This divergence suggests that for many genes, although differential expression does not achieve statistical significance at a given age, their expression trajectory during development is modified by DIO3 deficiency, an interesting possibility that requires further analyses.

In summary, we show broad differences in gene expression in the brain of fetuses with DIO3 deficiency, demonstrating that the fetal brain is sensitive to T3. The model used further indicates that *Dio3* is a critical modulator of this sensitivity and probably the main reason why other models of altered thyroid hormone status based on TH administration have shown very limited effects. Future research using this model may provide additional insights into the role of TH in early brain development.

## Data Availability Statement

RNA-sequencing fastq and processed files are publicly available at Gene Expression Omnibus (GEO) Database (Accession number: GSE172000).

## Ethics Statement

The animal study was reviewed and approved by Maine Medical Center Research Institute Institutional Animal Care and Use Committee.

## Author Contributions

MM performed the animal work, RNAScope, and real time PCR experiments, drafted the corresponding methods, results, and figures, and edited the manuscript. AH designed the study, analyzed RNA sequencing results, and wrote the manuscript. Both authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: The Type 3 Deiodinase Is a Critical Modulator of Thyroid Hormone Sensitivity in the Fetal Brain
**Source:** Front Neurosci. 2021 Jun 29;15:703730. doi: 10.3389/fnins.2021.703730
**Supplement:** Supplementary file 3

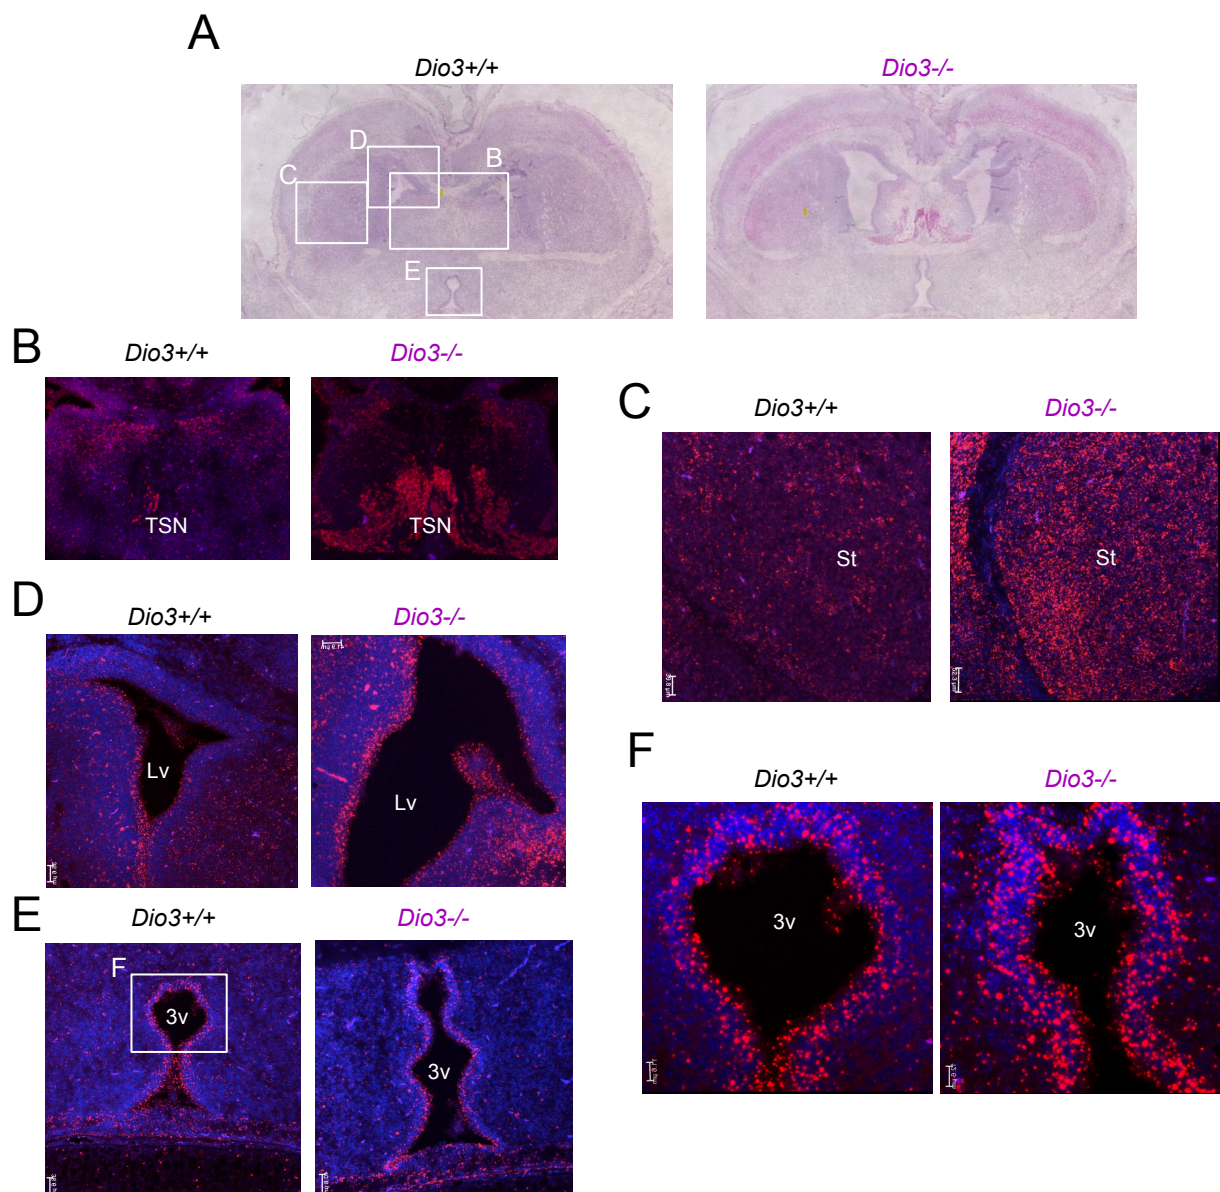

**Supplementary Figure 1.** *In situ* hybridization of *Klf9* mRNA in the brain of E18.5 *Dio3*<sup>+/+</sup> and *Dio3*<sup>-/-</sup> mice. Light microscope (A) and fluorescent images (B-F) show *Klf9* mRNA expression in red. A, Full coronal section of the brain close to bregma. B, Triangular septal nucleus (TSN). C, Striatum (St). D, Lateral ventricle (Lv). E and F, Third ventricle (3v). Images are representative of two different male mice per genotype. White rectangles and associated letters indicate the areas that are amplified in corresponding panels. Images are representative of two different male mice per genotype.

A

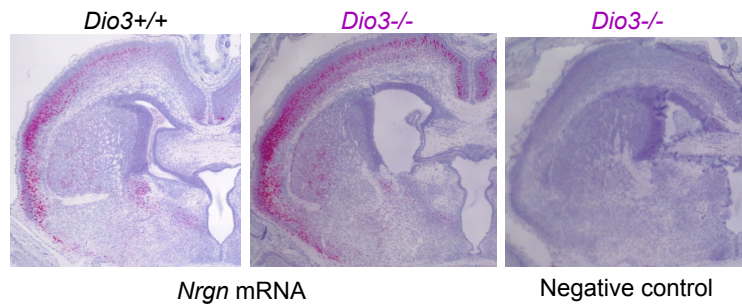

B

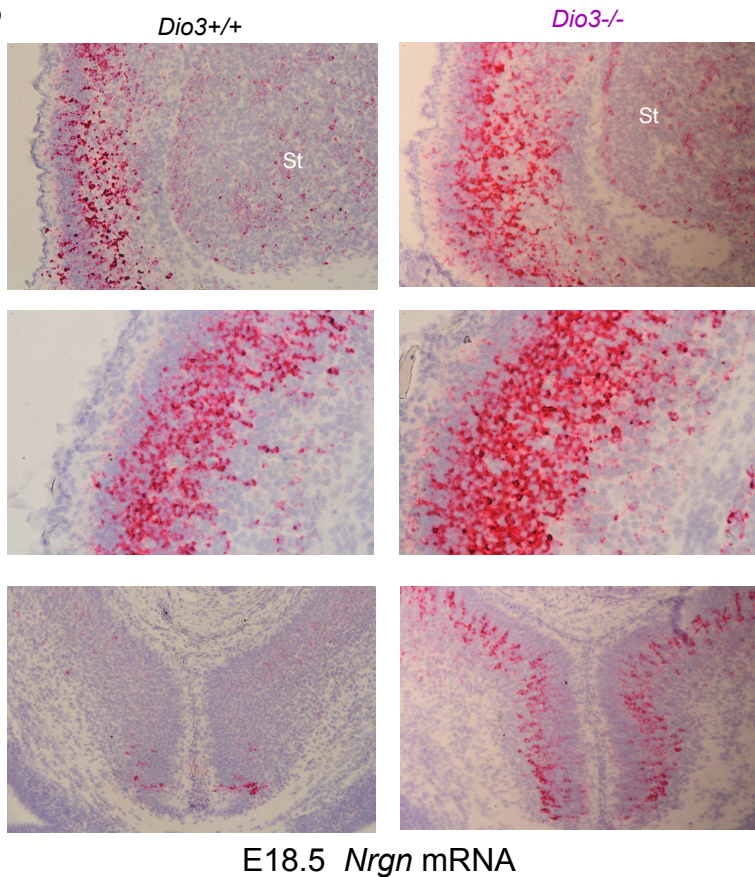

**Supplementary Figure 2.** In situ hybridization of *Nrgn* mRNA in the E18.5 brain of *Dio3*<sup>+/+</sup> and *Dio3*<sup>-/-</sup> mice. *Nrgn* mRNA (red) is elevated in the different cortical and striatal regions of the *Dio3*<sup>-/-</sup> brain (A), including the temporal cortex (B,Top), parietal cortex and striatum (St) (B, middle) and cingular/prefrontal cortex (B, bottom). Images are representative of two different male mice per genotype. Negative control (A) was hybridized with a bacterial probe.

How the deposited data were processed for this re-analysis (not part of the article)

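RNA sequencing of whole fetal brains was analysed in 14 male fetuses: 4 Dio3+/+ and 2 Dio3-/- at E13.5, and 3 Dio3+/+ and 5 Dio3-/- at E18.5. Genotype, age and sex were taken from the sample labels, and the group sizes are those the paper gives. The authors trimmed the reads, aligned them to GRCm38 with STAR, counted them on GENCODE genes with HTSeq in union mode without strand, adjusted the counts between the sequencing batches with ComBat-seq and ran DESeq2 within each age. The adjustment can change both the size and the error of each fold change, and its effect is not analysed here.

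For each age the authors deposited a table of their own comparison. The authors' mean normalized count is a signal averaged over the libraries of the age, after division by size factors. The deposited fold change and its standard error are on the log2 scale. The authors' Wald statistic is a score, the log2 fold change divided by its standard error. The p-value deposited by the authors is that of the Wald statistic under a normal distribution. The number of columns of per-sample values left unused was 0. The paper gives only a range of aligned reads per sample, for its first batch. The depth of each single library is therefore unknown, and the standard errors are the only statement of precision. Normalization was done within each age, so levels at E13.5 and E18.5 were not tested against each other. With HTSeq, reads that fall on exons of overlapping genes are lost or, without strand, can be counted on the gene of the other strand.

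The design written before the data were examined named a test for tables of counts and another for tables of comparisons, and the latter applied. The filter on the mean normalized count was computed again: of 50 quantiles as cutoffs, it takes the first at which the number of adjusted p under 0.05 comes near its maximum. The Benjamini-Hochberg adjustment was then made over the kept genes. DEGs are genes with an adjusted p under 0.05, and an unadjusted p under 0.01 was used as the paper's other threshold. A gene that the filter removed has no adjusted p and was counted neither as a DEG nor as unchanged. Shares of higher genes were set against an equal split with exact binomial tests, and overlaps were tested with Fisher's exact test. The difference between ages was divided by the root of the summed squared standard errors and compared with a normal distribution.

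24 gene lists were fixed before they were tested, but with knowledge of the paper. Several follow terms that the paper reports as enriched in the same libraries, such as glycolysis, cell cycle and axon guidance. Some telencephalon, leptomeninges and interferon genes had been seen in the paper's lists. The lists were tested at both ages with cameraPR of limma 3.58.1 (R 4.3.3) on the Wald statistic, over genes with a mean normalized count of at least 10. The preset correlation was 0.01, with Benjamini-Hochberg adjustment over the 48 tests. The test is two-sided. The calls could not be repeated with fry or an estimated correlation, which need values per sample. The median log2 fold change of each list was placed among 10000 random lists drawn from 20 bins of mean expression. The lists are T3-responsive genes of Fig. 1B, S and G2/M phase genes, replication-dependent histones, glycolysis, hypoxia-induced genes, axon guidance families, collagens, Hox genes, and markers of telencephalon, hindbrain and midbrain, cartilage, head mesenchyme, leptomeninges, skeletal muscle, erythroid cells, choroid plexus, pituitary, interferon response, astrocytes, oligodendrocyte lineage, microglia, endothelium, the Y chromosome and the Dlk1-Dio3 imprinted domain. Of the 14 cartilage markers 6 are also in another list and 6 are in the paper's figures. Of the 18 head mesenchyme markers 9 are in other lists, as are 6 of the 20 leptomeninges markers. Each gene tested in a list had a mean normalized count of at least 10, from whatever tissue was in the libraries. Further lists were made after the first results had been seen: immediate early genes, Hox genes by paralog group, motor neuron and spinal cord markers, cartilage markers and head mesenchyme markers without collagens, leptomeninges markers that the paper does not name, and the Dlk1-Dio3 domain without Dio3 and Dio3os. The cartilage markers without collagens still hold Acan and Matn4, which the paper names.

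The genes named in the text are those the paper names in its results or in Fig. 1, Fig. 2, Fig. 3, Fig. 4E, Fig. 5E, Fig. 7B and Fig. 7C, at each age the 5 genes with the largest rise and the 5 with the largest fall among DEGs with a mean normalized count of at least 50, and list members with the smallest p. Some genes that this rule selects are not reported here. Coordinates, GC content and transcript lengths were taken from a GENCODE annotation of GRCm38 one release older than the one the authors used. Of the genes in the tables, 41897 were matched to it by identifier and 37 were not. A symbol is shared by several entries for 179 of the genes, and the entry with the highest mean count was then used. GC content and length were removed from the Wald statistic by a fit of degree 3, which explained 0.947% of its variance at E13.5 and 4.67% at E18.5.

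Alternatives set before the data were examined were other sets of genes to adjust over, the Benjamini-Yekutieli and Bonferroni adjustments, an empirical null (the Wald statistic divided by the spread of its central values, 1.13 at E13.5 and 1.02 at E18.5), a t distribution with 4 and 6 degrees of freedom, protein-coding genes only, a minimum absolute log2 fold change of 0.5, other thresholds for the overlap, and for the lists the log2 fold change, all genes with a p-value and a preset correlation of 0.05. The calculations were tested on simulated fold changes for the genes of these tables, 200 of them changed. At E13.5, 155 of the 200 changed genes were recovered with 9 false calls, and at E18.5, 167 with 10 false calls. The simulated changes were larger than the median change of the DEGs, and the filter kept more genes than in the data. Errors were drawn from a normal distribution, so the simulation tests the calculations and cannot decide between the normal and t distributions. Calculations were made in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and statsmodels 0.14.6, and the plot was drawn with matplotlib 3.10.9. Measurements by qPCR and in situ hybridization, the clustering of libraries and the comparison of ages within a genotype need values that were not used here.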

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

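Of the tests in this part, those of the spinal cord, of cartilage and mesenchyme, of meninges, of microglia, of the genotype labels, of the mutated bases, of a female fetus and those of GC content on the interferon and erythroid lists were chosen after the result was seen. The requirement that a list of tissue or cell type markers be past the threshold under each setting of the set test to be listed in this part was also chosen after the result was seen.

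Dio3 mRNA changed in opposite directions at the 2 ages. The difference in log2 fold change, E18.5 less E13.5, was 1.99, and the test of this difference is what drew attention to it. An exchange of the genotype labels at E13.5 would have lowered Klf9 there. Its log2 fold change in the authors' deposited table was 0.76, which argues against an exchange. Reads failing to align over the mutated bases would lower Dio3 at both ages, and at E18.5 it was higher by 1.10 in the authors' deposited table. Dio3os, which lies beside Dio3 on the other strand, differed between the ages in the same direction (2.76), from few reads. A biological difference between the ages, the regions of the brain that were sampled and the adjustment for batch stay open, and no test was made of them for Dio3.

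Of all genes, 347 differed between the ages. Besides Dio3 and Dio3os, genes named by the paper among them were Klf9 (0.76), Hr (0.82), Cplx3 (2.36), Cldn12 (0.59), Lpl (0.61), Vegfa (0.34), Dlx1 (1.79), Dlx2 (1.88), Dlx5 (1.61), Isl1 (0.94), Islr2 (0.86), Rasgrp1 (0.87) and Acan (-2.94), each given as the log2 fold change at E18.5 less that at E13.5. Tested as sets, 13 lists differed. The adjusted p of the difference was 4.81e-113 for the telencephalon markers, 4.17e-38 for the histone genes, 2.36e-36 for the S and G2/M phase genes, 6.14e-14 for the Hox genes, 5.76e-11 for the hindbrain and midbrain markers and 1.08e-10 for the cartilage markers. It was 5.79e-10 for the glycolysis genes, 2.61e-09 for the collagen genes, 6.97e-09 for the hypoxia-induced genes, 1.28e-05 for the head mesenchyme markers, 0.000987 for the T3-responsive genes, 0.00204 for the interferon response genes and 0.0376 for the choroid plexus markers. Age is part of the design and stays open as the biological explanation.

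At E13.5, markers of the telencephalon were lower and Hox genes were higher in Dio3-/- brains. A bias by GC content or gene length is argued against, since the telencephalon list kept an adjusted p of 2.31e-156 after the fit on both was removed (5.99e-225 to 1.62e-85 over all settings). A larger share of hindbrain or spinal cord in the Dio3-/- libraries is a candidate explanation. It needs the markers of hindbrain and midbrain other than Hox genes to be higher, and their median log2 fold change was 0.45, at percentile 100 among matched random lists (16 of 17 genes higher, 4 DEGs, or 8 adjusted over the list alone). Hox genes of paralog groups 5 to 13, whose expression ends in the spinal cord, had a median of 3.76 over 11 genes, against 1.52 over the 11 genes of groups 1 to 4 (permutation test, two-sided, p = 0.00106). All 10 motor neuron and spinal cord markers were higher, with a median of 0.48 at percentile 100. These values may come from tissue boundaries at dissection that differed between the genotypes, or from a change of regional identity or growth in the Dio3-/- brain. With 2 Dio3-/- libraries at this age, a single library may also carry the shift, which was not tested, since the tables hold no values per library. The tables do not separate these explanations.

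Markers of tissue around the brain were also higher at E13.5. The median log2 fold change was 0.82 for the cartilage markers (14 of 14 higher, adjusted p = 9.46e-16, 9 DEGs, or 11 adjusted over the list alone), 0.53 for the head mesenchyme markers (18 of 18 higher, adjusted p = 2.86e-08, 2 DEGs by either adjustment) and 0.36 for the leptomeninges markers (14 of 17 higher, adjusted p = 0.000237, 1 DEG, or 2 adjusted over the list alone). Without collagens, the medians were 1.56 for 8 cartilage markers, among them Acan and Matn4 of the paper's Fig. 7C, and 0.50 for 15 head mesenchyme markers, and the lower of their percentiles was 100. Skeletal muscle markers had a median of 0.39 at percentile 99.9 (99.85 before rounding), with 10 of 13 higher and none a DEG, while 1 was under the threshold adjusted over the list alone. They are given as a test of the collagen pattern, since their adjusted p of 0.0180 in the camera test rose to 0.0571 with a preset correlation of 0.05. The collagen list kept an adjusted p of 4.25e-10 after GC content and length were removed (1.90e-16 to 5.13e-06 over all settings). Cartilage and mesenchyme attached to the Dio3-/- brains are a candidate explanation of the collagen genes at this age, muscle is one with weaker evidence, and a change inside the brain stays open.

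Xist had a log2 fold change of 3.93 (standard error 1.11, adjusted p of 0.0169 here) in the authors' deposited table at E13.5, in libraries labelled male. It is in the paper's supplementary list of E13.5 genes, and the paper's text does not discuss it. With a female fetus in place of 1 of the 2 Dio3-/- males, the genes of the Y chromosome would fall by about 1 on the log2 scale. Their median was -0.14 over 4 genes, with an adjusted p of 0.00428 in the camera test. This call was lost with the log2 fold change in place of the Wald statistic (adjusted p = 0.250). Eif2s3y was unchanged and Kdm5d was lower (-0.41, standard error 0.07, in the authors' deposited table). The list was thus lower, but by less than a female fetus in place of a male would give, which argues against a female fetus. At E18.5 the log2 fold change of Xist in the authors' deposited table was 1.43 (standard error 0.99), within its error, and the difference between the ages was not past the threshold (adjusted p = 0.617). Tissue of another fetus or of the mother in a library, and the adjustment for batch, were not tested. No biological explanation was tested.

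At E18.5 the 18 interferon response genes were all higher, with a median log2 fold change of 0.57 (adjusted p = 6.18e-22), 4 DEGs and 16 adjusted over the list alone. Ifit1 and Gbp3 had been seen in the paper's list when this list was made. After GC content and length were removed the adjusted p was 3.29e-21 (1.49e-40 to 3.73e-14 over all settings). A larger share of microglia would raise these genes no more than the microglia markers, whose median was 0.16 (11 of 12 higher, adjusted p = 0.000249). An infection of a litter and an effect of genotype stay open, untested. At E13.5 the median was 0.09 (adjusted p = 0.465).

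Leptomeninges markers were higher at E18.5, with a median of 0.27 over 20 genes (17 higher, adjusted p = 3.22e-24, 10 DEGs, or 12 adjusted over the list alone). Several of these markers had been seen in the paper's E18.5 list when this list was made, so the result is not independent of it. Of the 20 genes, 19 are not named in the paper's text or figures, and their median was 0.24. These 19 can include markers seen in that list. More meninges on the Dio3-/- brains would also raise head mesenchyme and collagen genes. At E18.5 the head mesenchyme list had a median of 0.09, at percentile 100 among matched random lists, and the collagen list one of 0.03, at percentile 89.25. After these values had been seen, the test was narrowed to abundant genes. The 6 head mesenchyme markers with a mean normalized count of at least 1000 had a median of -0.0674, with 2 higher and 4 lower. These values point in different directions, so a larger amount of meninges is left undecided. A change of expression within the meninges stays open.

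Erythroid markers were lower at both ages, with medians of -0.19 at E13.5 (11 of 14 lower, adjusted p = 0.000237, 4 DEGs by either adjustment) and -0.36 at E18.5 (6 of 7 lower, adjusted p = 1.33e-06, 2 DEGs, or 4 adjusted over the list alone). The call at E18.5 held after GC content and length were removed (adjusted p = 1.51e-07, the lowest over all settings, with 0.00463 the highest). Less blood in the Dio3-/- brains or fewer transcripts per erythroid cell stay open. Globin genes are near-identical copies, so that single genes are uncertain. Markers of microglia at E13.5 (median 0.20, 11 of 12 higher, adjusted p = 0.00165, no DEG, or 1 adjusted over the list alone), and at E18.5 those of the oligodendrocyte lineage (0.0402, 10 of 13 higher, adjusted p = 0.00149, 3 DEGs, or 5 adjusted over the list alone) and the endothelium (0.15, 9 of 12 higher, adjusted p = 1.22e-06, 4 DEGs by either adjustment), were also past the threshold under each setting of the set test. After GC content and length were removed their adjusted p was 0.00150, 0.000421 and 5.23e-07, which argues against that bias. Over all settings the highest were 0.0437, 0.0142 and 5.25e-05. No other technical explanation of these was tested.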

How the results depend on the processing

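The alternatives on GC content, on the authors' own adjustment and on the filter, the correlation over genes with an unadjusted p under 0.01 at E18.5 and the alternatives to the count of genes differing between ages were chosen after seeing the data. No paired analysis was possible because the tables hold no values per library and the labels give no pairing. Some labels carry an animal number, and no Dio3+/+ library shares one with a Dio3-/- library. The labels do not say whether these numbers stand for litters. If they do, litter and genotype cannot be told apart among those libraries. Leaving out each replicate, other splits of the samples and the tests for counts were not run for the same reason.

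The number of DEGs at E13.5, 585, was 274 with Benjamini-Yekutieli, 133 with Bonferroni, 320 with the empirical null, 204 with an absolute log2 fold change over 0.5 and 0 with the t distribution, where 799 kept genes had an unadjusted p under 0.05. At E18.5 the number, 242, was 127 with Benjamini-Yekutieli, 86 with Bonferroni, 60 with an absolute log2 fold change over 0.5 and 1 with the t distribution. Stricter adjustments and the minimum change lower a count by construction. At both ages the t distribution gave fewer unadjusted p under 0.05 than chance, so its counts do not show that the DEGs arose by chance. At E13.5 the genes found with Benjamini-Yekutieli, Bonferroni and the empirical null were all among the 585. With the other alternatives the counts lay between 464 and 588 at E13.5 and between 198 and 248 at E18.5.

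The genes with an unadjusted p under 0.01 numbered 142 at E13.5 and 180 at E18.5 with the t distribution. The share of higher DEGs was 45.6% at E13.5 with an absolute log2 fold change over 0.5, no longer different from an equal split. At E18.5 it was 100% with the t distribution, from 1 gene, and at E13.5 no share could be computed there. The bias kept its direction and its side of the threshold under the other alternatives. The overlap between ages and the share in opposite directions did so under the 5 alternatives run for them, which were other thresholds, a minimum mean count, the empirical null and genes with one of the authors' adjusted p-values. The share of DEGs on chromosome 12 did so under the single alternative run for it, an unadjusted p under 0.01. Spearman's rho between the log2 fold changes of the ages stayed near its value of -0.03 with a mean normalized count of at least 100 or with the Wald statistic. It was 0.138 over the 582 genes with an unadjusted p under 0.01 at E18.5, so its sign depended on the genes used. The cause was not tested. The median squared Wald statistic relative to its expectation rose from 0.613 to 1.16 at E13.5 and from 0.601 to 1.02 at E18.5 with a mean normalized count of at least 10 required, since genes with few reads have statistics near 0. Genes differing between ages numbered 192 with the empirical null, against 347.

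Of 192 set tests under alternatives, 171 kept their direction and their side of the threshold. With the log2 fold change in place of the Wald statistic, calls were lost for the histone genes at E18.5 (adjusted p = 0.417), the glycolysis genes at E13.5 (0.361), the head mesenchyme markers at E18.5 (0.168), the astrocyte markers at E18.5 (0.0806) and the Y chromosome genes at E13.5 (0.250). Calls were gained there for the muscle markers at E18.5 (0.00710), the choroid plexus markers (1.88e-08) and the pituitary markers (1.95e-27) at E13.5. The direction was reversed there for the pituitary markers at E18.5 (0.0120) and the Dlk1-Dio3 domain at E13.5 (0.114). With a preset correlation of 0.05, calls were lost for the histone genes (0.155), the Hox genes (0.129) and the head mesenchyme markers (0.0885) at E18.5, and for the glycolysis genes (0.129) and the muscle markers (0.0571) at E13.5. With all genes with a p-value, the Hox genes at E18.5 lost the call (0.0659), and the choroid plexus markers (0.0231) and the oligodendrocyte lineage (0.0150) at E13.5 gained one. After GC content and length were removed, the histone genes (0.252) and the Hox genes (0.0797) at E18.5 lost the call and the collagen genes at E18.5 gained one (0.000696). The cause was not tested.

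Of the single genes named, taken at each age, 35.8% of 332 results had an adjusted p under 0.05. The call was lost for 61 of them with Bonferroni, for 20 with the empirical null, for 16 with all genes with a p-value and for 118 with the t distribution, and no call was gained. The depth of each library is unknown, so no limit from depth was computed. Genes with low counts, such as Dio3os, had no adjusted p at all.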

Differences from the paper's values

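No count computed here under the main setting was more than 1.5 times the paper's value or less than the paper's value divided by that factor. The paper's counts of DEGs, 246 at E18.5 and 588 at E13.5, were reached exactly with the authors' own adjusted p-values, a setting chosen after seeing the data, against 242 and 585 here. The paper's count of 599 genes with an unadjusted p under 0.01 at E18.5, against 624 here, was reached when only genes with one of the authors' adjusted p-values were counted, also chosen after seeing the data. The same restriction gave 957 genes at E13.5, where the paper's 1012 equals the count without it. The copy of the paper's E13.5 list used here holds 1011 genes, and that of E18.5 holds 599. The legend of Fig. 4 gives for E18.5 the number of DEGs that the paper's text gives for E13.5.

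The paper reports Dio3 mRNA as higher at E13.5 by qPCR in an extended set of samples (Fig. 5E). In the authors' deposited table its log2 fold change was -0.89, and its adjusted p here was 0.00584. The paper's text also names Dbp, Mme, Sned1, Thrb, Igf1, Igf2, H19 and Meg3 as changed at E13.5 by qPCR. All 8 were higher in the authors' deposited table, and none was a DEG here. Of the 13 genes in Fig. 5E, 2 were DEGs over all genes tested, and 5 were under the threshold adjusted over the list alone. Mgp had an adjusted p of 0.0503 here and of 0.0499 in the authors' deposited table. Among the genes in Fig. 7B, Afp was lower and was not a DEG (adjusted p = 0.117). Of the 12 genes in Fig. 7C, Adamts2, Col1a1, Col1a2, Col3a1, Col9a3 and Col12a1 were higher and were not DEGs.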

Other observations

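The tests in this part were written down before their own results were seen, except that of the Dlk1-Dio3 domain without Dio3 and Dio3os, which was chosen after the result was seen. The list of immediate early genes was made after a first look at the tables. The limit under which the correlation with the change between ages would exclude further development was first 0.05, under which its value would have excluded it, and was lowered to 0 after the value had been seen.

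Cell cycle genes were lower at E13.5. After GC content and length were removed, the S and G2/M phase list kept an adjusted p of 9.38e-49 (5.15e-76 to 5.19e-13 over all settings), which argues against a bias of that kind as the whole cause. The median of the S and G2/M list lay 1.14 above that of the telencephalon list on the log2 scale. Any list that falls less than the telencephalon markers would give such a difference, so this value does not decide whether a smaller share of telencephalon lowered the cell cycle genes. Dio3-/- fetuses further on in development would have higher levels of the genes that rise between the ages. Across 17793 genes, Spearman's rho between the log2 fold change at E13.5 and the log2 ratio of the mean counts, E18.5 to E13.5, was 0.0382, and the tables were normalized separately. The S and G2/M genes had a median ratio of -1.80 and the telencephalon markers of -0.41, against -0.28 over all genes. The astrocyte markers (median 0.16, adjusted p = 0.145) and the oligodendrocyte lineage (0.12, adjusted p = 0.0631), which mature late, were not past the threshold at E13.5. Further development and an effect on proliferation cannot be told apart under the lowered limit, since the correlation is close to 0 and the regions differ as well. Under the limit first set, further development would be argued against.

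Glycolysis and hypoxia-induced genes were higher at E18.5. The higher of their adjusted p after GC content and length were removed was 2.59e-15, which argues against that bias. Over all settings the adjusted p reached 0.00928 for the glycolysis genes and 0.000144 for the hypoxia-induced genes. A longer interval before freezing of the Dio3-/- brains would also raise immediate early genes. Their median log2 fold change was 0.11 at percentile 98.1, with 11 of 13 higher and none a DEG, so that a difference in handling may contribute. An effect of genotype stays open. At E13.5 the immediate early genes had a median of -0.04.

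DEGs were not more frequent on chromosome 12, which holds Dio3. They made up 3.39% of its 620 tested genes at E13.5, against 3.57% elsewhere (Fisher's exact test, p = 0.912), and 1.07% of its 657 tested genes at E18.5, against 1.39% elsewhere (p = 0.609). Linked alleles of the strain in which the mutation was made would raise the share near Dio3 at both ages. Within 10 Mb of Dio3, leaving out Dio3 and Dio3os, 5 of 148 genes at E13.5 and 0 of 160 genes at E18.5 were DEGs, and 3 genes there had an unadjusted p under 0.01 at E18.5. The smaller p of the ages was 0.178, which argues against linked alleles as a source of many DEGs. The genes of the Dlk1-Dio3 domain had medians of 0.07 at E13.5 (adjusted p = 0.804) and 0.05 at E18.5 (adjusted p = 0.000244). This list holds Dio3 and Dio3os. Without them, a list made after this result was seen, the 5 other genes had medians of 0.17 at percentile 99.8 at E13.5 and of 0.01 at percentile 59.8 at E18.5, so the call at E18.5 rests on the targeted locus.

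The remaining lists gave these values. Astrocyte markers had a median of 0.08 at E18.5 (adjusted p = 0.00259). Choroid plexus markers had medians of -0.43 at E13.5 (adjusted p = 0.0893) and 0.03 at E18.5 (adjusted p = 0.266). Pituitary markers had medians of -0.15 and 0.36 over 5 genes (adjusted p of 0.0960 and 0.956), and few reads were counted for them. Hindbrain and midbrain markers had a median of -0.09 at E18.5 (adjusted p = 0.0921), cartilage markers 0.01 (adjusted p = 0.145), head mesenchyme markers 0.09 (adjusted p = 0.0229) and skeletal muscle markers -0.21 (adjusted p = 0.146). Endothelial markers had a median of 0.05 at E13.5 (adjusted p = 0.145), and Y chromosome genes -0.07 at E18.5 (adjusted p = 0.124).

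The paper tested 14 genes by qPCR at E18.5 in an extended set of samples (Fig. 4E). In the sequencing, 13 of them were DEGs, 12 higher and 1 lower, and 14 were under the threshold adjusted over the list alone. The study chose these genes on the same libraries, so the latter count is not independent evidence. Dio3os, with a mean normalized count of 12.0 in the authors' deposited table, was removed by the filter.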
